# Defining an EPOR- Regulated Transcriptome for Primary Progenitors, including Tnfr-sf13c as a Novel Mediator of EPO- Dependent Erythroblast Formation

**DOI:** 10.1371/journal.pone.0038530

**Published:** 2012-07-13

**Authors:** Seema Singh, Arvind Dev, Rakesh Verma, Anamika Pradeep, Pradeep Sathyanarayana, Jennifer M. Green, Aishwarya Narayanan, Don M. Wojchowski

## Abstract

Certain concepts concerning EPO/EPOR action modes have been challenged by in vivo studies: *Bcl-x* levels are elevated in maturing erythroblasts, but not in their progenitors; truncated EPOR alleles that lack a major p85/PI3K recruitment site nonetheless promote polycythemia; and *Erk1* disruption unexpectedly bolsters erythropoiesis. To discover novel EPO/EPOR action routes, global transcriptome analyses presently are applied to interrogate EPO/EPOR effects on primary bone marrow-derived CFUe-like progenitors. Overall, 160 EPO/EPOR target transcripts were significantly modulated 2-to 21.8-fold. A unique set of EPO-regulated survival factors included *Lyl1, Gas5, Pim3*, *Pim1*, *Bim*, *Trib3* and *Serpina 3g*. EPO/EPOR-modulated cell cycle mediators included *Cdc25a*, *Btg3, Cyclin-d2*, *p27-kip1*, *Cyclin-g2* and *CyclinB1-IP-1*. EPO regulation of signal transduction factors was also interestingly complex. For example, not only *Socs3* plus *Socs2* but also *Spred2, Spred1* and *Eaf1* were EPO-induced as negative-feedback components. *Socs2*, plus five additional targets, further proved to comprise new EPOR/Jak2/Stat5 response genes (which are important for erythropoiesis during anemia). Among receptors, an atypical TNF-receptor *Tnfr-sf13c* was up-modulated >5-fold by EPO. Functionally, Tnfr-sf13c ligation proved to both promote proerythroblast survival, and substantially enhance erythroblast formation. The EPOR therefore engages a sophisticated set of transcriptome response circuits, with Tnfr-sf13c deployed as one novel positive regulator of proerythroblast formation.

## Introduction

As committed erythroid progenitors transit through a CFU-e stage, proerythroblast formation becomes dependent upon key signals transduced by EPO's cell surface receptor (EPOR). Interest in better understanding EPO effects (and EPOR action mechanisms) recently has intensified. This is based, in part, on the clinical emergence of new EPO orthologues and mimetics [1], and on EPO's ability to cytoprotect select non-hematopoietic tissues from ischemic injury [2]; to regulate select immune responses [3]; and to modulate susceptibility to diabetes [4]. Via poorly understood routes, EPO also may be associated with hypertensive and thrombolytic events [5], and as used to treat the anemia of chemotherapy may worsen the progression of certain cancers [6].

With regards to action mechanisms, the EPOR occurs pre-assembled with Jak2 kinase (as apparently paired dimer sets) [7], [8]. EPO binding conformationally alters EPOR complexes [8]. This leads to Jak2 activation, and the phosphorylation of up to eight cytoplasmic EPOR PY sites [1]. One EPOR/Jak2 signaling axis involves EPOR PY479 recruitment of p85-alpha plus p110 PI3K [9]. Disruption of p85-alpha is known to limit fetal erythropoiesis (and leads to the sustained expression of nucleated erythrocytes) [10]. Nonetheless, mutated EPOR forms that lack this PY479 PI3K docking site efficiently support erythropoiesis [11]. Fully PY-deficient EPOR forms that retain only a box-1,2 Jak2 binding domain also can support erythropoiesis at steady-state, but are markedly defective during anemia [12], [13]. A pathway that couples to EPOR PY- independent mechanisms involves a Ras/Raf/Mek/Erk axis [13]. However, candidate necessary-and-sufficient roles for Erk's have been discounted by the recent observation that erythropoiesis can be bolstered when *Erk1* is disrupted [14].

A third central EPOR signaling route involves a Jak2-plus-Stat5 axis which has been shown to be important for EPO-dependent erythropoiesis during anemia [12]. Original studies of *Stat5* disruption per se yielded disparate results for erythropoietic roles [15], [16]. Full deletion of *Stat-5a* and -*5b* loci, however, has since been shown to markedly compromise erythropoiesis [17]. Among candidate Stat5 targets, *Bcl-x* previously was proposed to comprise one important EPO/EPOR- response factor whose anti-apoptotic actions might largely explain EPO's effects [16]. Follow-up studies in primary bone marrow erythroid progenitor cells, however, have challenged this EPO/EPOR- *Bclx* connection, and instead point to roles for Bcl-xL within maturing late-stage erythroblasts [18], [19]. Together, such considerations raise important questions concerning how much is well understood about key EPO/EPOR response circuits, and effects.

Towards advancing insight into EPO/EPOR action, our laboratory recently has applied basic gene profiling approaches to initially identify select EPO-modulated targets, and for these few factors has generated basic evidence for functional significance. Examples include *Podocalyxin* as a proposed mediator of erythroblast adhesion/migration [20]; *Cyclin G2* as an EPO/EPOR- repressed cell cycle inhibitor [21]; and *Serpina-3g* as an EPO- induced candidate erythropoietic factor [19]. To broaden insight into EPO action mechanisms, we presently report on global transcript response events that EPO regulates within primary bone marrow CFUe- like progenitors. Attention is first given to candidate mediators of EPO's effects on response genes. Subsequent analyses address functional sets of EPO/EPOR targets which proved to include unique sets as regulators of proerythroblast survival, cell cycle progression, signal transduction, negative-feedback factors, and cytokines plus receptors. Within each functional sub-set (including delineated EPOR/JAK2/STAT5 targets), specific EPO/EPOR- modulated factors are described. Among cytokines-plus-receptors, one prime EPO-EPOR induced target proved to be a pro-survival TNF receptor, *Tnfr-sf13c* [22], [23]. As engaged in lymphoid cells by its BAFF ligand (B-cell activating factor TNF family), Tnfr-sf13c is essential for lymphoid progenitor cell survival and B-cell formation [23]. Within primary erythroid progenitors, Tnfr-sf13c (as induced by EPO) is now shown to enhance proerythroblast survival, and in addition, to promote the formation of late-stage Ter119^pos^ erythroblasts. Overall findings are discussed in the contexts of unique response circuits that the EPOR regulates within primary bone marrow progenitors to sustain the balanced production of red blood cells at steady-state, and over a dynamic range of rates during anemia.

## Materials and Methods

### Mouse models

Unless otherwise indicated, C57BL/6 mice (Jackson Laboratory) were used at age 8–14 weeks as a source of bone marrow erythroid progenitor cells (EPC's). Mice harboring the knocked-in minimal EPOR alleles EPOR-H, and EPOR-HM were as characterized by Menon et al [12]. All protocols and procedures were approved by the IACUC of the Maine Medical Center Research Institute (Protocol number 0911).

### Erythroid progenitor cell culture and isolation

Bone marrow cells were prepared from femurs and tibiae as previously described [19], [20], [21], [24]. EPC's were then expanded in SP34ex medium supplemented with 2.5 U/mL EPO, 100ng/mL mSCF, 1uM dexamethasone, 1 uM beta-estradiol, 75 ug/mL holo-transferrin, 0.1 mM 2-mercaptoethanol, 1.5 mM glutamine, 0.5% BSA (Stem Cell Technologies) [24]. At day 3.5 of culture, CFUe-like stage E1 progenitors, stage E2 proerythroblasts, and stage E3 erythroblasts were isolated. Here, optimized multi-step MACS-based procedures were employed as recently detailed [24], and yielded purities of ≥99.9%.

### Flow cytometry

In analyses of stage E1, E2 and/or E3 cells (and per 200 uL assay), 10^6^ cells were incubated (15 minutes, 4°C) with 5 ug of rat IgG in PBS, 0.5% BSA (0.2 mL assay volumes). PE-Ter119, FITC anti-CD71, and APC-anti-Kit antibodies (1 ug each, BD Biosciences) then were added (30 minutes, 4°C). Washed cells were analyzed by flow cytometry (BD FACScalibur, Cell Quest software). In assays of cell survival, Annexin-V or YoPro3 were used as recently detailed [19], [24]. Viable cell numbers and frequencies were assayed by Vicell assays. In all experiments, equivalent numbers of gated events were analyzed.

### Gene profiling analyses

In analyses of EPO/EPOR response genes, purified stage E1 CFUe- like progenitors were cultured in the absence of EPO for 5.5 hours in HEPES buffered IMDM supplemented with 10 µg/mL transferrin, 15 ng/mL insulin, 0.1 mM 2-mercaptoethanol, 0.5% BSA, 1.5mM glutamine. Cells were then exposed to EPO (4 U/mL) or carrier (HSA, PBS). At 90 minutes of exposure, cells (from four independent replicates, each plus- and minus- EPO) were lysed directly in Trizol reagent. RNA was then isolated and used to prepare biotinylated probes for array hybridizations. Gene profiling utilized Affymetrix 430 2.0 arrays, GeneChip 3000 scanning and initial GCOS software (Affymetrix) analyses of hybridization signals. Subsequent bioinformatics analyses utilized GeneSpring GX 11.0. Microarray data were assessed for background signals, normalized, and probe-summarized using a GC-RMA algorithm. Significantly expressed genes were identified using a Benjamini-Hochberg FDR filter. For EPO modulated genes, a p-value cut-off of 0.05 was used. K-means clustering utilized a Euclidean distance matrix. For significance testing between [−] EPO vs [+] EPO samples, Student's T-testing was used (single tailed). Analyses of transcription factor binding sites represented within K-means clusters #1 – #4 of EPO- modulated genes was via DiRE [25], [26]. To further estimate the significance of STAT elements as represented among Cluster #4 EPO-response genes, TransFac was applied (−950 to +50 algorithm).

### RT-PCR

Reverse transcription (standard 1 ug of RNA per reaction) was with Superscript III (and included pre-treatment with DNAse I) (Invitrogen). Quantiative PCR utilized Sybr-green reagents and MyIQ single color real-time PCR detection system (BioRAD). Primer pairs were from SuperArray, and are defined in supplemental materials (Table S1).

## Results

### Defining an EPO/EPOR- modulated transcriptome within primary CFUe- like progenitors

During definitive erythropoiesis, development beyond the CFU-e stage fails due to disrupted expression of *Epo,* or the *EpoR* [27]. Such CFUe- like cells, including those generated using an optimized serum-free ex vivo system for murine bone marrow erythroblast development [20], [21], [22], [24], exhibit sharp dependency on EPO for their growth and survival. Present global transcriptome analyses therefore focused on this developmental cohort of Kit^pos^CD71^high^Ter119^neg^ progenitors (termed “stage E1”). Figure 1A defines approaches employed for the short-term expansion, and isolation of these primary progenitors. For stage E1 cells, the high purity routinely obtained is illustrated via flow cytometric analyses of Kit^pos^CD71^high^Ter119^neg^ cells (Figure 1B). This was further confirmed through transcriptome-based analyses of erythroid and possibly contaminating B-cell, T-cell and myeloid cell markers. May-Grumwald cytospins of stage E1 cells also are shown (Figures 1C, 1D).

**Figure 1:**
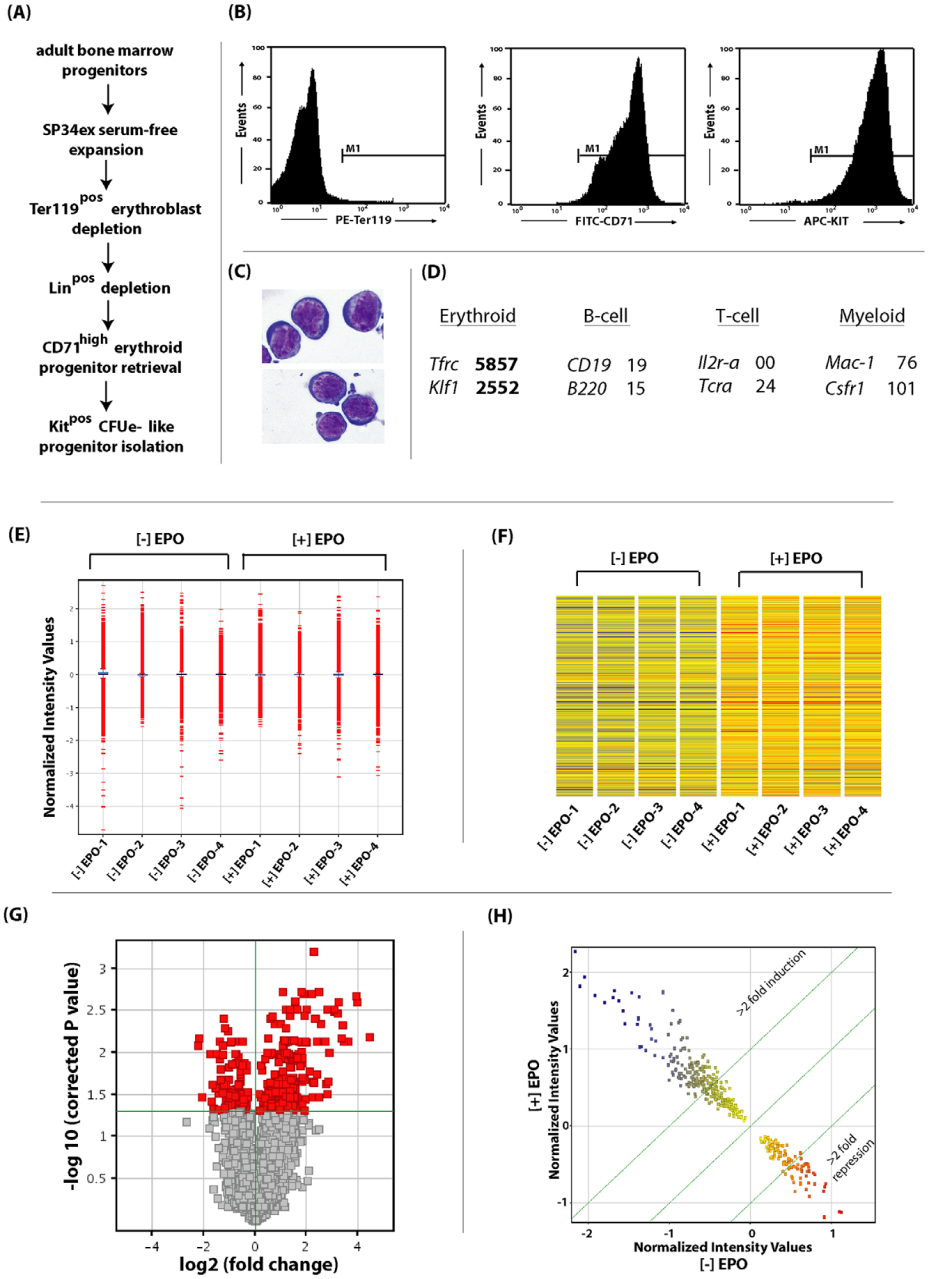
Defining the EPO/EPOR- regulated transcriptome in primary bone marrow CFUe-like erythroid progenitor cells. **A**] Short term expansion of primary bone marrow erythroid progenitors, and isolation of a CFUe- like cohort – Approaches employed for the expansion and purification of Kit^pos^CD71^high^Ter119^neg^ stage E1 progenitor cells are outlined. **B, C**] For isolated stage E1 cells, flow cytometric features are illustrated, together with representative May-Grumswald cytospin preparations. **D**] For CFUe-like progenitors (stage E1) purity also was assessed based on initial overall transcriptome profiling (n = 3 per stage), with relative mean expression intensities illustrated for select erythroid (*Tfrc*, *Klf1*), lymphoid (*CD19*, *B220*, *IL2r-a*, *Tcr-a*) and myeloid *(Mac1, Csfr1*) marker transcripts. **E**] Distributions and variance of overall hybridization signal intensities among control and EPO- challenged treatment groups. **F**] Heat-map signatures of expressed transcripts (for all independent quadruplicate samples) for [−] EPO vs [+] EPO exposed CFUe-like stage E1 progenitors. Here, a fold cut-off of >1 was used, and signal strengths for 365 transcripts (probe sets) are illustrated. **G**] In this volcano plot, the dividing line (and vertical color-code) denote significant p-values (0.05 cut-off) for EPO- modulated transcripts (−log_10_ ordinate scale). The x-axis displays transcripts based on their fold-change due to EPO (log_2_ scale). **H**] Overall scatter plot of significantly modulated EPO/EPOR- response genes.

Pilot experiments next served to assess time-courses for EPO-induction of four known response genes as *Cis*, *Pim1, Socs3* and *Podocalyxin*. As analyzed at 10, 30, 90 and 270 minute intervals, near maximal induction of these target genes was achieved by 90 minutes (data not shown). With regards to ligand concentration, EPO levels during anemia can increase several hundred-fold [1] (and EPO at 3U/mL is required to support stress BFU-e development, for example) [28]. An EPO challenge dose of 4U/mL therefore was used in profiling experiments. Using the above defined conditions, purified CFUe-like cells next were interrogated for EPO/EPOR modulated events using Affymetrix arrays. Specifically, quadruplicate independent samples were interrogated for EPO- challenged stage E1 cells versus unchallenged controls. In these (and all profiling experiments presented below), all samples readily passed all quality control parameters, and signal variance was distributed similarly among replicates (Figure 1E). 

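The arrays measured RNA of Kit-positive, CD71-high, Ter119-negative progenitors that had been held for 5.5 h without cytokines and then kept for 90 min with EPO at 4 U/mL or with none. Each of 4 EPO-challenged and 4 unchallenged samples had its own Affymetrix mouse array, and the number of arrays limits the precision of every value. Culture day is 3.5 in the paper, while the deposited record gives day 3 for these stage E1 cells. The record also holds 3 EPO-challenged and 3 unchallenged arrays of the later stage E2 at day 3.5, whose array response to EPO the paper's text does not report. The authors scanned and first processed the arrays with GCOS and then made GC-RMA values in GeneSpring GX 11. In the deposited values, 1 constant per probe set has been subtracted from every array, so levels cannot be read from them, while differences between arrays can. Array medians lay between -0.023 and 0.031, and the log base of 2 was inferred from the folds the study prints. For each of 45037 probe sets, EPO-challenged arrays were compared with unchallenged ones by limma (two-sided moderated test, Benjamini-Hochberg adjusted p under 0.05). Of these, 34945 probe sets name 1 gene (18193 genes), 932 name several and 9160 name none. A gene with several probe sets was represented by the one with the largest SD over the 14 arrays of stages E1 and E2, a rule chosen once the values proved to be centred and before any test. That SD includes the change with EPO, so the rule is not independent of it. It can favour a gene's more responsive probe set and so raise the folds and rankings given for genes. The test, 34 gene lists and the alternatives were fixed before the data were examined, apart from genes by largest SD and the 22518 probe sets with the largest SD as alternatives, which were added once values had been seen. Some lists hold genes that the study reports as changed by EPO on these samples. Examples are Cish, Osm and Podxl (STAT5 target genes) and Rrs1, Dimt1 and Tsr1 (ribosome biogenesis). For such lists the stage E1 set test is not fully independent of the study's findings. Stage E1 arrays with the same replicate number deviated together, so a limma fit with that number as a block was also made. It leaves the estimate as it is, has fewer residual degrees of freedom and stands beside each call that it ends for a gene given with its own p-value. Genes named only as members of a list, and the counts of list members, carry no blocked value.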

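Stage E1 arrays of the same group were closer at the median than arrays across groups, and the ranges overlapped. Pearson's r over all probe sets, which are not independent replicates, was 0.768 to 0.899 (median 0.812) within the unchallenged group and 0.792 to 0.912 (0.819) within the EPO-challenged group. Between an unchallenged and an EPO-challenged array it was 0.648 to 0.802 (0.762). Unchallenged replicate 4 was closer to each of the 4 EPO-challenged arrays (0.772 to 0.802) than to unchallenged replicate 1 (0.768). The median SD of a probe set across the 4 replicates was 0.0934 log2 units without EPO and 0.0729 with EPO. In a principal component analysis of all probe sets, the first component held 34.3% of the variance and parted the groups, with scores of 16.46 to 55.83 without EPO and -17.68 to -49.83 with EPO. The second component, with 17.8%, ran within the groups.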

Figures 1F and 1G illustrate heat-maps for each sample, together with a volcano plot of p-value distributions. When analyzed via GC-RMA algorithms (p≤0.05) and unpaired Student's T-testing), 196 arrayed genes proved to be significantly EPO- modulated (Figure 1H). Among these target genes, 157 were up-modulated, and 39 were down-modulated (with mean fold- modulations of 3.6 fold, and 2.6 fold, respectively).

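EPO raised more transcripts than it lowered in these progenitors. At an adjusted p under 0.05 from limma, 362 probe sets (266 genes) rose and 162 (126 genes) fell, and 2262 and 1720 did so at an unadjusted p under 0.05. Of the 34 gene lists, 10 rose and 2 fell as a set in the camera test of limma with a preset inter-gene correlation of 0.01. With an estimated correlation, 8 of these calls hold: STAT5 and FOXO target genes, ATF4 amino acid response genes, ribosome biogenesis factors, cytosolic ribosomal proteins (not without unchallenged replicate 1, adjusted p = 0.0731), immediate early genes, the EPO receptor pathway and mitochondrial import. Camera p-values of lists are at the preset correlation unless stated. On other splits of the E1 arrays, camera called up to 11 of the 34 lists at the preset correlation and 0 with an estimated one. Very small p-values at the preset correlation therefore overstate the evidence. With the replicate number as a block, limma called 44 probe sets higher and 17 lower. A limma fit on all 14 arrays of both stages called 1063 and 632, and limma's array weights called 1128 and 762. Without single arrays, 215, 230 and 189 probe sets rose (unchallenged replicates 1, 2 and 3) or 150 and 215 (EPO replicates 3 and 4), and 65 fell without unchallenged replicate 3 and 55 and 92 without EPO replicates 3 and 4.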

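Among genes in their representative probe sets, the largest rises belonged to Cish, Osm, Podxl, Trgv4, Trib3, Nupr1, Mir1949, Socs2, Tnfrsf13c and Irs2, and the largest falls to Btrc, Ccng2, Slc38a9, Rab43, Klf3, Erbin, Bcl2l11, Cdkn1b, Sesn3 and Crebrf. Some probe sets that name no single gene rose within the range of these genes and are not ranked. Nupr1, a stress-induced chromatin protein, rose 14.9-fold (log2 change 3.90, SE 0.27, limma adjusted p = 0.00275), and the probe set annotated to the microRNA gene Mir1949 rose 14.4-fold (log2 change 3.85, SE 0.46, limma adjusted p = 0.0154). Whether that probe set reads the microRNA itself was not tested. Btrc, the substrate-binding part of a ubiquitin ligase, fell 9.14-fold (log2 change -3.19, SE 0.52, limma adjusted p = 0.0459), and the lysosomal amino acid transporter Slc38a9 fell 4.79-fold (log2 change -2.26, SE 0.33, limma adjusted p = 0.0323). The small GTPase Rab43 fell 4.62-fold (log2 change -2.21, SE 0.26, limma adjusted p = 0.0158), the sestrin Sesn3 fell 3.42-fold (log2 change -1.78, SE 0.15, limma adjusted p = 0.00514) and Crebrf, a regulator of the transcription factor CREB3, fell 3.28-fold (log2 change -1.71, SE 0.23, limma adjusted p = 0.0254). With a fold of at least 2 added to the test, 246 probe sets (173 genes) rose and 77 (53 genes) fell, by mean folds of 4.74 and 3.04, and 226 genes changed in all. Limma with the replicate number as a block left 32 probe sets (26 genes) higher and 5 (3 genes) lower, and raised the adjusted p to 0.0502 for Nupr1, 0.066 for Mir1949, 0.208 for Btrc, 0.066 for Slc38a9, 0.0747 for Rab43, 0.066 for Sesn3 and 0.188 for Crebrf. Left-out arrays gave 150, 146, 116 and 158 raised probe sets at this fold (unchallenged replicates 1 and 3, EPO replicates 3 and 4), 37, 50, 36 and 44 lowered ones (unchallenged replicate 3, EPO replicates 1, 3 and 4), and 141 and 117 changed genes (unchallenged replicate 3, EPO replicate 3), and ended the limma call for Mir1949 without unchallenged replicate 1 or 3 or EPO replicate 3 or 4 (adjusted p 0.0537 to 0.063), for Btrc without unchallenged replicate 1, 2, 3 or 4 or EPO replicate 1, 2 or 3 (adjusted p 0.0536 to 0.13), for Slc38a9 without unchallenged replicate 1, 2, 3 or 4 or EPO replicate 1, 3 or 4 (adjusted p 0.0501 to 0.101), for Rab43 without unchallenged replicate 1, 2 or 3 (adjusted p 0.0521 to 0.0611) and for Crebrf without unchallenged replicate 2, 3 or 4 or EPO replicate 1, 2, 3 or 4 (adjusted p 0.0533 to 0.0921). Among the other settings, limma's call ended with quantile normalization for Btrc (adjusted p = 0.0531), centring each array on its median for Btrc (adjusted p = 0.0579), the t-test of the methods after Benjamini-Hochberg adjustment for Btrc (adjusted p = 0.052) and trend and robust options for Btrc (adjusted p = 0.0506).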

A consideration of core structure-function features of the EPOR (Figure 2A) prompted an unsupervised clustering approach to sub-categorize EPO/EPOR- response genes. 

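The 524 probe sets that EPO moved in stage E1 parted by the size and direction of their change. In a k-means clustering (Euclidean, 4 clusters, 50 random starts) of values centred on each probe set's median, 29 probe sets (20 genes) rose by a median of 11.7-fold, among them those of Cish, Osm and Podxl. Another 143 probe sets (97 genes), with Socs3 and Myc, rose by a median of 3.62-fold, and 190 (157 genes) by a median of 1.85-fold. The remaining 162 probe sets (126 genes), with Ccng2 and Cdkn1b, fell by a median of 1.95-fold. The probe sets were chosen for their change, so these sizes describe them and test nothing. Without unchallenged replicate 1, the cluster with the largest rises held 19 probe sets. With 3 clusters in place of 4, it held 103, with a median rise of 4.72-fold.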

K-means clustering of modulated transcripts resolved four major patterned response sets: 1- induced, 2- moderately induced, 3- repressed, and 4- markedly induced (Figure 2B). This analysis suggested that possible groupings of transcription factor sets may differentially modulate select clusters of EPO/EPOR target genes. In this context, cluster-4 was considered in further detail. Notably, based initially on in silico analyses, essentially all EPO- modulated targets in this subset proved to comprise either known, or predicted Stat5 (or Stat X) targets (Figure 2C). This included six new candidate Stat5 target genes within CFUe- like progenitors as *Matr3*, *Chac1*, *Ccrn4l*, *Socs2*, *Tnfr-sf13c* and *Rpl12*. 

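Of these genes, 5 rose with EPO in stage E1 and 1 did not pass the test. Chac1, a glutathione-degrading enzyme, rose 11.3-fold (log2 change 3.49, SE 0.29, limma adjusted p = 0.00439), and Rpl12, a protein of the large ribosomal subunit, rose 8.12-fold (log2 change 3.02, SE 0.30, limma adjusted p = 0.00837). Noct (the paper's Ccrn4l), the nuclease-like enzyme nocturnin, rose 5.85-fold (log2 change 2.55, SE 0.15, limma adjusted p = 0.00175). Matr3, a protein of the nuclear matrix, had a log2 change of 0.17 (SE 0.30, limma adjusted p = 1), and none of its 4 probe sets passed. Of the 17 genes of Fig. 2C that have a value, 16 rose, and 16 did so when adjusted over the list alone (a list the study chose on these samples, so no independent evidence). The probe sets with the largest rises in the k-means clustering included 13 of these genes, and 4 of them, Ccnd2 through other probe sets, Socs3, Myc and Noct, lay in the next cluster. With the replicate number as a block, the limma adjusted p was 0.0681 for Chac1 and 0.0622 for Rpl12.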

To critically assess the candidate nature of these targets as EPO/EPOR/Stat5 response genes, independent quantitative RT-PCR analyses were performed using CFUe-like progenitors isolated from mice harboring knocked-in EPOR-HM and EPOR-H alleles. The minimal EPOR form EPOR-HM is coupled to JAK2 but lacks all cytoplasmic PY sites, while EPOR-H retains a single PY343 site for Stat5 recruitment [12]. CFUe-like stage-E1 progenitors from bone marrow of EPOR-HM and EPOR-H mice were expanded, purified and cultured without EPO for 5.5 hours. Cells then were exposed to EPO (+/−4U/mL). At 90 minutes RNA was isolated, and reverse-transcribed. Quantitative PCR analyses provided independent evidence that each of the above novel cluster-4 EPO response factors represent an EPOR-PY343-Stat5 target (Figure 2D). DiRE analyses of cluster-4 also indicated ∼33% representation of STAT sites among ten top- occurring transcription factor binding sites (and scored 2^nd^ of 10 in indicated importance) (Figure S1). As points of comparison, DiRE was also applied to analyze predominant representations of transcription factor elements for EPO- response genes within clusters #1, #2 and #3. Within EPO- response gene clusters #1 and #2, STAT binding sites were not enriched (among top-20 enriched motifs). In addition, no known STAT5- induced genes occurred among cluster #1 EPO targets, and within cluster #2 only *Cyclin-d2* was represented (and only for a single probe set signal). 

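STAT5 target genes lay in both of the k-means clusters with the larger rises. Of the 17 measured genes of the STAT5 list, 6 (Cish, Osm, Podxl, Socs2, Ccnd2 and Pim1) were in the cluster with the largest rises, 3 (Ccnd2 through other probe sets, Socs3 and Myc) in the next and none in the one with the smallest rises. Bcl6, named after its values were seen, was in the falling cluster. As a list, 8 rose, 1 fell and 8 did not pass the test (9 higher and 1 lower when adjusted over the list alone), with a median log2 change of 1.64 (camera of limma, adjusted p = 2.23e-11, and up to 0.021 over the alternatives). Myc, a transcription factor of growth, rose 6.02-fold (log2 change 2.59, SE 0.26, limma adjusted p = 0.00852). The blocked limma fit gave an adjusted p of 0.0899 for Myc.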

To inform further, all EPO- modulated genes within each cluster are listed in Table S2 (together with DiRE- predicted transcription factor binding sites). In contrast, within cluster #4 *Cyclin-d2* was represented for five probe sets, and *T-cell receptor-gamma* for three probe sets (for example), data not shown. In addition, cluster #4 contained a number of EPO- modulated genes that previously have been implicated as STAT5 targets (e.g., *Socs3*, *Cis*, *Pim1*, *Podocalyxin*). 

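Ccnd2, which encodes the G1 cyclin D2, rose in 6 of its 7 probe sets, and Trgv4, a variable segment of the T-cell receptor gamma chain, rose in 2 of 3. The probe set that represents Ccnd2 rose 10.8-fold (log2 change 3.43, SE 0.15, limma adjusted p = 0.000632). With it, probe sets with log2 changes of 3.43 (SE 0.48) and 3.12 lay in the k-means cluster with the largest rises. Those with 2.79, 2.62 and 2.59 lay in the next. Trgv4 rose 31.1-fold (log2 change 4.96, SE 0.33, limma adjusted p = 0.0025) in its representative probe set, and its other raised probe set changed by 4.15 on the log2 scale, both in the cluster with the largest rises. Under the replicate block, limma's adjusted p was 0.0681 for Trgv4 and 0.0745 for the Ccnd2 probe set with an SE of 0.48, which is not the representative one. Limma's call was lost for that Ccnd2 probe set without unchallenged replicate 3 or EPO replicate 1, 2, 3 or 4 (adjusted p 0.0501 to 0.105).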

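Cish, Pim1 and Podxl were among the transcripts that rose furthest with EPO in stage E1. Cish, an SH2 protein that damps cytokine receptors, rose 40.7-fold (log2 change 5.35, SE 0.15, limma adjusted p = 7.44e-05), the largest rise of any named gene. Podxl, the surface sialomucin podocalyxin, rose 31.8-fold (log2 change 4.99, SE 0.34, limma adjusted p = 0.00265), and the serine/threonine kinase Pim1 rose 9.41-fold (log2 change 3.23, SE 0.27, limma adjusted p = 0.0048). Egr1, an immediate early transcription factor of the same cluster in Fig. 2C, rose 8.35-fold (log2 change 3.06, SE 0.35, limma adjusted p = 0.0129). Blocking on the replicate number raised the limma adjusted p to 0.0988 for Pim1 and 0.0845 for Egr1. In limma, the call ended for Egr1 without unchallenged replicate 1 or EPO replicate 3 (adjusted p 0.0513 to 0.0577).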

STAT5a elements, however, were enriched in DiRE analyses of cluster #3 (although at a lower scoring) (note: DiRE searches and scores full gene loci for conserved, weighed transcription factor binding sites. Positive scores are reported based on numbers of sites with summation for non-coding region sites. DiRE also scores the association of individual transcription factors with the biological function shared by groups of input genes [25], [26]). Cluster #3 includes transcripts that are down-modulated by EPO. 

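Falling transcripts in stage E1 included an inhibitory cyclin and a Krüppel-like factor. Ccng2, which encodes cyclin G2, fell 5.66-fold (log2 change -2.50, SE 0.25, limma adjusted p = 0.00837). Klf3, a transcriptional repressor, fell 3.94-fold (log2 change -1.98, SE 0.24, limma adjusted p = 0.0156). The pseudokinase Trib2 had a log2 change of -1.42 (SE 0.24, limma adjusted p = 0.0507), and passed limma without EPO replicate 1 or 2 (adjusted p = 0.0391 and 0.0347). All 3 were lower past the test when adjusted over the list alone (a list the study chose on these samples, so no independent evidence). Among 28 FOXO target genes, 6 fell (Ccng2, Cdkn1b, Bcl2l11, Sesn3, Klf3 and, named after its values were seen, Bcl6), Irs2 rose and 21 did not pass the test (3 higher and 13 lower when adjusted over the list alone). The list's median log2 change was -0.59 (camera of limma, adjusted p = 5.58e-08, and up to 0.031 over the alternatives). In the blocked fit, limma's adjusted p reached 0.0642 for Ccng2 and 0.113 for Klf3. The limma call did not hold for Klf3 without unchallenged replicate 1, 2, 3 or 4 or EPO replicate 3 or 4 (adjusted p 0.0508 to 0.0642).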

In support of the apparent enrichment of STAT5a sites, inspection of the gene list for cluster #3 (see Table S2) revealed *Cyclin G2*, *Trb2*, and *Klf3*, each of which previously has been implicated to be subject to repression by STAT5 [19], [21], [29]. By speculation, STAT5a therefore might be more involved in repression within an EPO- response context as contrasted to STAT5b.

**Figure 2:**
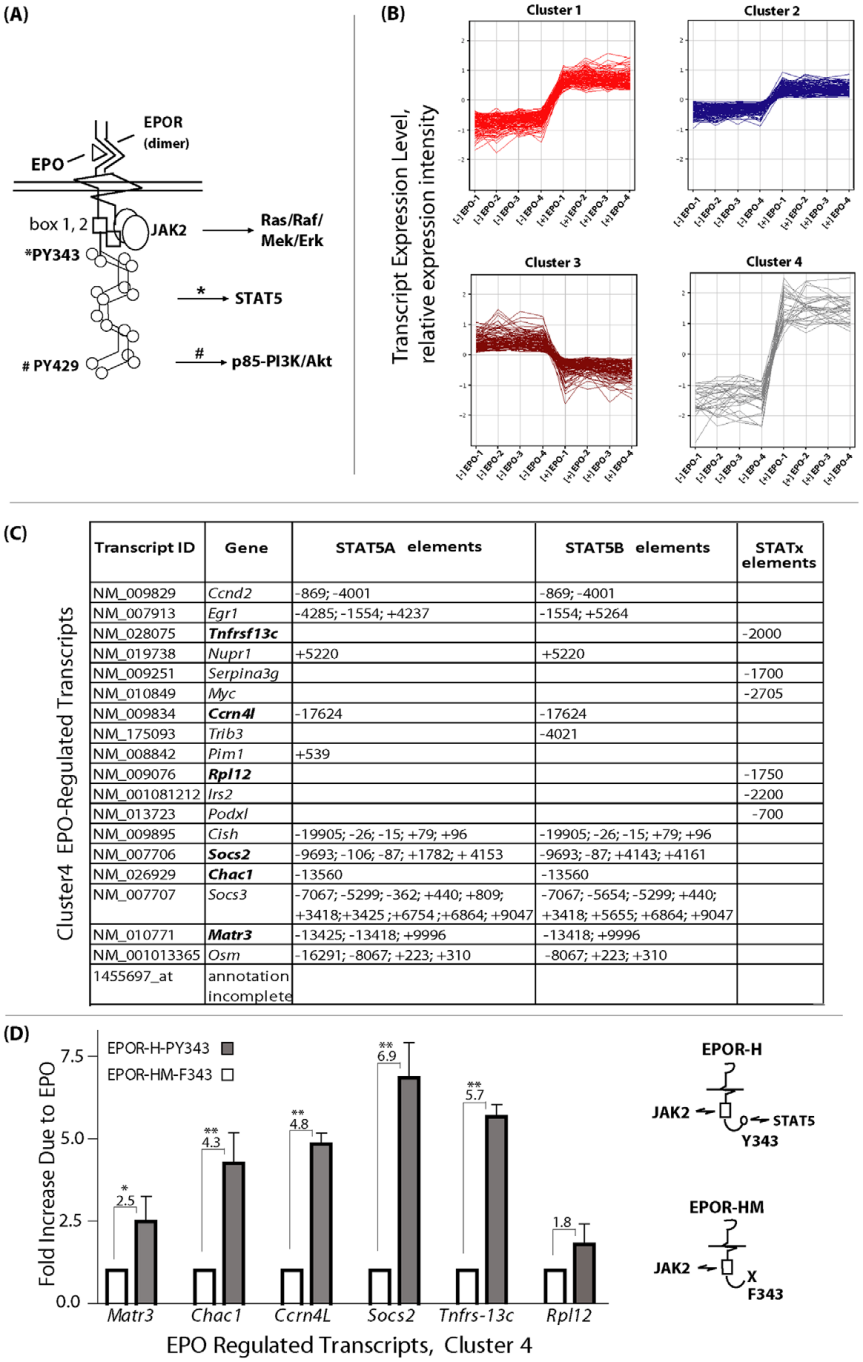
K-Means clustering of EPO/EPOR- modulated gene sets, and identification of novel EPOR/JAK2/STAT5 targets. **A**] The EPOR is diagrammed, together with subdomains that engage canonical Ras/Raf/Mek/Erk, Stat5, and PI3K/Akt response pathways. **B**] K-means clustering of four predominantly patterned EPO/EPOR– response gene subsets **C**] Proposed nature of “cluster-4” EPO- response genes as EPOR-PY343/Stat5 targets. **D**] Quantitative RT-PCR analyses of novel “cluster-4” EPO/EPOR response genes for isolated CFUe- like progenitors expressing wild-type, PY site-deficient, or PY343 Stat5- coupled EPOR alleles (wt, EPOR-HM, EPOR-H). In RT-PCR, normalization was to *beta-actin*. Values are means of duplicate assays.

### Functional classes of EPO/EPOR targets

In keeping with broadening concepts for EPO's effects [1], [2], [3], [4], [5], [6], functional sub-sets of EPO/EPOR- modulated targets included survival factors, cell cycle regulators, signal transduction factors, negative feedback factors and a select set of cytokines plus receptors (as defined in some detail below). In addition, a substantial number of EPO/EPOR response factors sorted to functional categories of transcriptional regulators, cancer biology- associated factors, ribosome biosynthesis regulators, RNA processing factors and metabolic factors. These overall functional sub-sets of EPO/EPOR- modulated factors are outlined in Figure 3A. The latter categories of EPO/EPOR targets are of significant interest, and therefore are further defined in Tables S3, S4, S5, S6, S7, S8.

**Figure 3:**
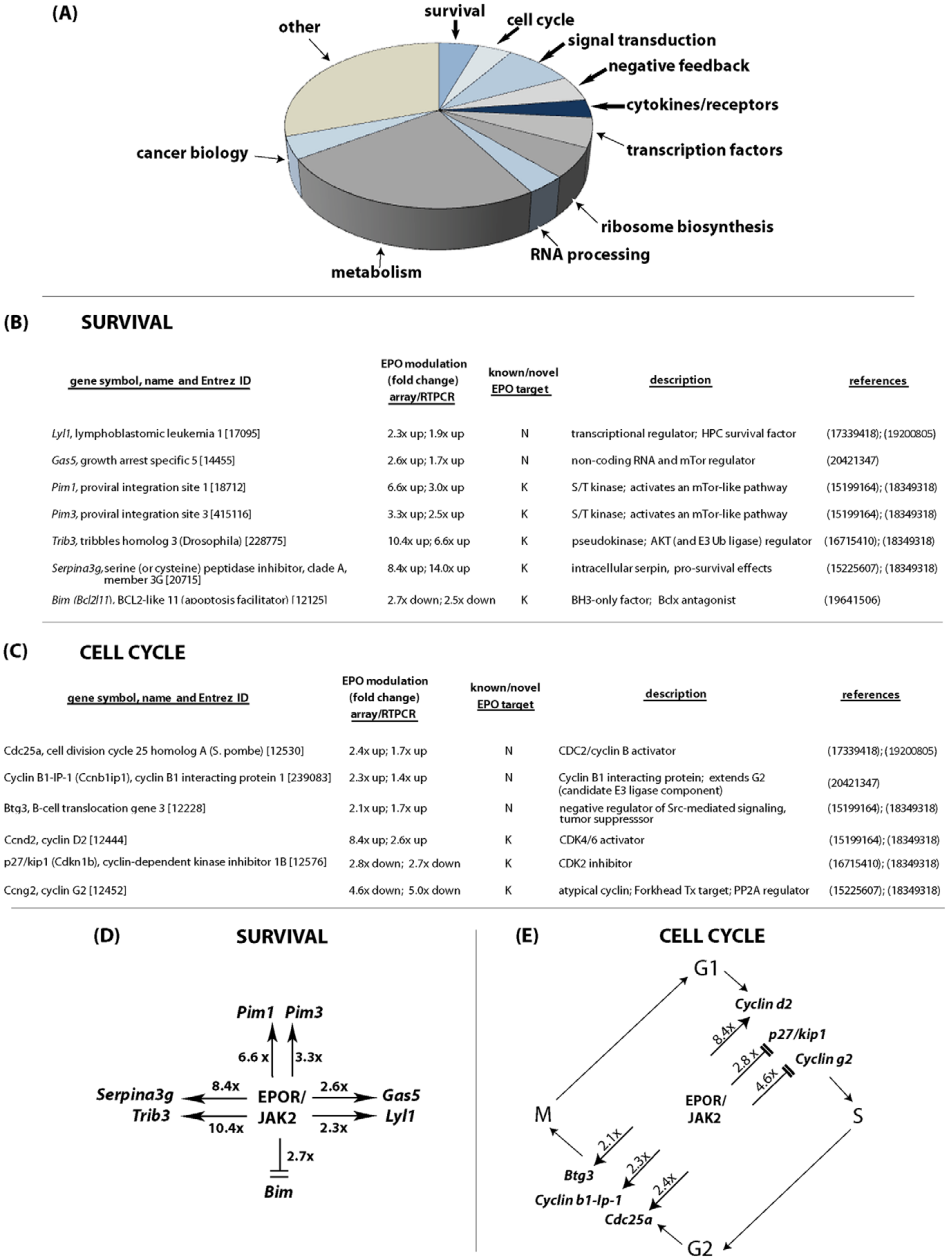
Subsets of functional targets within the EPO/EPOR response transcriptome, including survival and cell cycle factors. **A**] Frequencies of EPO/EPOR- modulated targets are defined within eleven functional sub-categories. **B, D**] Among survival factors, EPOR ligation significantly modulated seven prime factors (6 induced, plus *Bim* repressed). **C, E**] Cell cycle factors as modulated by EPO/EPOR ligation included three involved in phase- G1 progression; and three that regulate phase G2.

One prime role ascribed to EPO/EPOR signaling involves anti-apoptotic effects. 

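Genes of cell survival moved with EPO in stage E1 in 5 of 6 cases of the set in Fig. 3B that have a value. Pim1, Pim3, Lyl1 and Trib3 rose and Bcl2l11 fell, and 5 rose and 1 fell when adjusted over the list alone (a list the study chose on these samples, so no independent evidence). Pim3, a serine/threonine kinase related to Pim1, rose 4.24-fold (log2 change 2.08, SE 0.17, limma adjusted p = 0.0043). Lyl1, a basic helix-loop-helix transcription factor of early blood progenitors, rose 2.36-fold (log2 change 1.24, SE 0.089, limma adjusted p = 0.00325). No probe set names Serpina3g alone, so it has no value. A block for the replicate number took the limma adjusted p to 0.0693 for Pim3.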

In highly EPO-dependent CFUe-like stage E1 erythroid progenitors, seven cell survival factors proved to be clear EPO/EPOR target genes (Figure 3B). *Pim1* S/T kinase has previously been described. *Pim3* (like *Pim1*) acts via an mTOR-like pathway [30]. In parallel, *Gas5*, a non-coding RNA that supports mTor expression also was induced (2.6-fold). 

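Gas5, a non-coding RNA that hosts small nucleolar RNAs, passed the test in 1 of its 4 probe sets (log2 change 0.90, SE 0.14, limma adjusted p = 0.0443). Its representative probe set, with the largest SD, had a log2 change of 1.18 (SE 0.26, limma adjusted p = 0.123). In both the EPO-challenged arrays lay higher on average. Limma with the replicate number as a block returned an adjusted p of 0.175 for the probe set that passed. Single arrays carried calls in limma, which ended for that same probe set without unchallenged replicate 1, 2, 3 or 4 or EPO replicate 1, 2 or 3 (adjusted p 0.0911 to 0.131).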

*Lyl1* also comprised a novel EPO/EPOR target, and recently has been shown to act (as a transcriptional regulator) to promote hematopoietic progenitor cell survival [31]. Among Bcl2-related factors, only *Bim* was EPO/EPOR regulated (2.7-fold repression of this BH3-only, proapoptotic factor). 

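Bcl2l11, the gene of the pro-apoptotic BH3-only protein Bim, fell 3.68-fold (log2 change -1.88, SE 0.17, limma adjusted p = 0.00683). It was the one member that passed the test among 18 measured genes of the Bcl2 family, of which 17 did not pass (0 higher and 2 lower when adjusted over the list alone). The family's median log2 change was -0.004 (camera of limma, adjusted p = 0.139), so the list did not move as a set, whereas it passed without unchallenged replicate 1 (adjusted p = 0.0166) or EPO replicate 4 (0.0105). When the replicate number was a block, limma's adjusted p stood at 0.0661 for Bcl2l11.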

Finally (and as reported recently) [19] the intracellular serpin *Serpina-3g* and the pseudokinase *Trb3* each were strongly EPO-induced. 

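Trib3, a pseudokinase of the Tribbles family, rose 18.9-fold (log2 change 4.24, SE 0.25, limma adjusted p = 0.00159). Its other probe set rose as well, with a log2 change of 3.69 (SE 0.27, limma adjusted p = 0.00333). With the replicate number as a block, the limma adjusted p was 0.066 for Trib3 and 0.0823 for the other probe set.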

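Within the Pim, Tribbles and Serpina3 families, EPO moved Pim1, Pim3 and Trib3 in stage E1, and none of the other measured members passed the test. Of 9 measured genes, 3 rose and none fell (3 higher and 1 lower when adjusted over the list alone). Serpina3g, which the paper reports as strongly induced, is not among the 9, since no probe set names it alone. The list therefore does not show whether that member responded. The list's median log2 change was -0.003, while its mean was 0.83 and the set test pointed upward (camera of limma, adjusted p = 0.0591). Without unchallenged replicate 1 or 2, the list passed (camera of limma, adjusted p = 0.0419 and 0.0422), as it did with the mean of each gene's probe sets (0.0383) and in limma's fry test (4.79e-05).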

Each has potential anti-apoptotic activities, and each comprises a singular EPO-modulated orthologue within multi-member families (e.g., *Tribs-1, -2 and -3*) (data not shown). Notably, modulation of the above EPO/EPOR-response genes (Figure 3D) also was validated by quantitative RT-PCR (Figure 3B, and Figure S2).

Select cell cycle regulators recently have been indicated to also be subject to EPO- modulation. Specifically, the inhibitory cyclin, *Cyclin-G2* has been described as a target for EPO repression, and *Cyclin-D2* as a target for EPO-induction (each, in part, via an EPOR/Jak2/Stat5 axis) [17], [19]. Beyond *Cyclins G2* and *D2*, global transcriptome analyses revealed four additional EPO-modulated cell cycle regulators (Figure 3C). These first included *Btg3* as an E2F-1 regulator [32] (and novel EPO/EPOR target). Also modulated were *p27/Kip1* as a repressed target (and CDK2 inhibitor) together with two regulators of phase G2 progression as *Cdc25a* and a Cyclin B interacting protein, *Cyclin B-IP1*. 

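Of the 5 genes of Fig. 3C that have a value, Ccnd2 and Ccnb1ip1 rose, Ccng2 and Cdkn1b fell and Cdc25a did not pass the test in its representative probe set. Adjusted over the list alone, 3 rose and 2 fell (a list the study chose on these samples, so no independent evidence). Btg3 has no value, since no probe set names it alone.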

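Cdkn1b, the gene of the CDK inhibitor p27, fell 3.58-fold (log2 change -1.84, SE 0.14, limma adjusted p = 0.00364). Ccnb1ip1, which encodes a cyclin B-binding protein, rose 2.94-fold (log2 change 1.56, SE 0.17, limma adjusted p = 0.0125). Cdc25a, a phosphatase that activates cyclin-dependent kinases, had a log2 change of 0.80 (SE 0.14, limma adjusted p = 0.0615) in its representative probe set and passed in another of its probe sets (log2 change 1.23, SE 0.13, limma adjusted p = 0.0117). The blocked limma fit gave an adjusted p of 0.0677 for Cdkn1b, 0.0882 for Ccnb1ip1 and 0.0677 for that probe set of Cdc25a. By limma, the test was no longer passed for Ccnb1ip1 without EPO replicate 3 (adjusted p = 0.0567). Other settings that ended the limma call were quantile normalization for Ccnb1ip1 (adjusted p = 0.0611) and the mean of probe sets for Cdkn1b (adjusted p = 0.0698).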

EPO therefore appears to engage a select collection of cell cycle regulators which overall are proposed to promote G1 and G2 phase progression within rapidly dividing CFUe-like progenitors. 

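Neither cell cycle list moved as a set with EPO in stage E1. Of 30 G1/S genes, Ccnd2 rose, Cdkn1b and Ccng2 fell and 27 did not pass the test (4 higher and 4 lower when adjusted over the list alone), with a median log2 change of -0.12 (camera of limma, adjusted p = 0.153). Of 22 measured G2/M genes, Ccnb1ip1 rose, Nusap1, a spindle protein, fell and 20 did not pass (2 higher and 5 lower when adjusted over the list alone). Their median log2 change was -0.095 (camera of limma, adjusted p = 0.198). Single arrays decided this: limma's camera called the G1/S list lower without unchallenged replicate 1 (adjusted p = 0.0336) or EPO replicate 2 (0.0321), and the G2/M list lower without unchallenged replicate 1 (0.0494).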

For the above cell cycle regulators (Figures 3C, 3E) EPO/EPOR modulation also was confirmed by RT-PCR (Figure 3C, and Figure S2).

### EPO/EPOR modulation of cytokines/receptors, negative-feedback factors, and signal transduction factors

Next, with regards to an extended category of EPO/EPOR targets as additional signal transduction factors (STF's), global analyses revealed 22 such factors to be significantly modulated. Two STF sub-categories were cytokines plus receptors, and negative feedback factors (Figure 4) (guiding references also are cited in Figure 4 as PMIDs) (also see Figure S3). Among receptors, a TNF receptor, *Tnfr-sc13c,* proved to be most strongly induced (3.4 to 7.0 – fold up-modulated due to EPO). 

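Tnfrsf13c, which encodes the BAFF receptor, rose 12.3-fold (log2 change 3.62, SE 0.28, limma adjusted p = 0.00364) in its 1 probe set. On the centred log2 scale its mean was -2.97 ± 0.34 (SD, n = 4 arrays) without EPO and 0.64 ± 0.48 (SD, n = 4) with EPO. Of 27 measured genes of the TNF receptor superfamily, Tnfrsf13c and Tnfrsf21 rose, the latter named after its values were seen, and 25 did not pass the test (2 higher and 0 lower when adjusted over the list alone). The superfamily's median log2 change was -0.011, while its mean was 0.28 and the set test pointed upward (camera of limma, adjusted p = 0.746). Of 14 measured genes of the BAFF receptor pathway, Tnfrsf13c alone rose and none fell (1 higher and 2 lower when adjusted over the list alone). This list had a median of -0.14 and a mean of 0.13, and its set test pointed downward (camera of limma, adjusted p = 0.331). Under the replicate block, limma's adjusted p was 0.0516 for Tnfrsf13c. From the comparison of EPO-challenged with unchallenged progenitors, the paper concludes that Tnfrsf13c was the receptor most strongly induced by EPO.

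**Figure D1:**
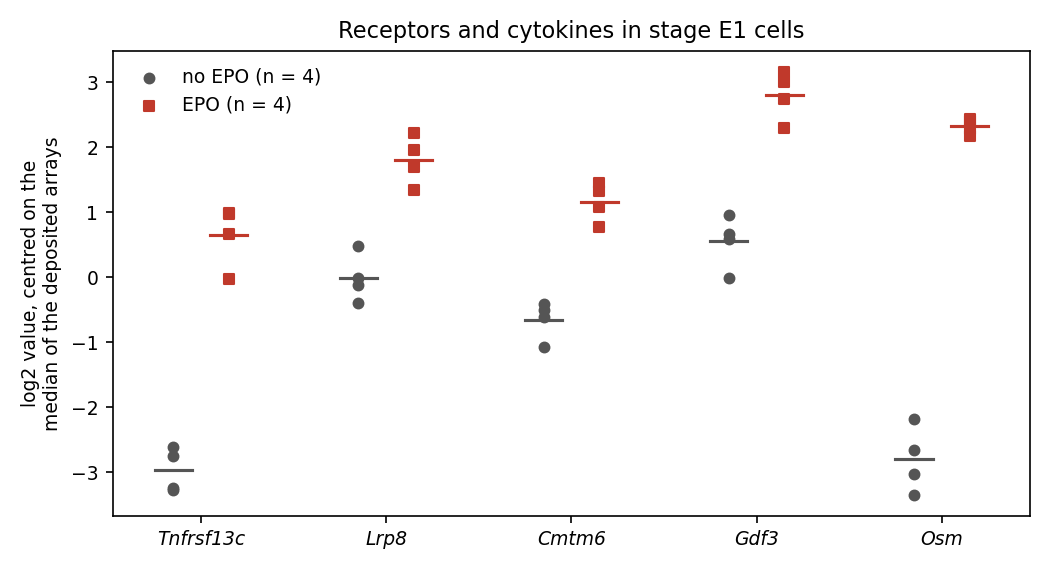
Centred log2 values of Tnfrsf13c, Lrp8, Cmtm6, Gdf3 and Osm on each stage E1 array, unchallenged (grey circles, n = 4) and EPO-challenged (red squares, n = 4), with horizontal bars for group means. For each gene, all EPO-challenged arrays lie above all unchallenged ones.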

Tnfr-sc13c binds BAFF ligand, and as studied to date in B-cells [22], [23] is an atypical TNF-R which exerts pro-survival effects (Figures 4A and 4C). This factor therefore is the subject of extended functional erythropoietic studies (see following Results sub-section). 

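Among receptors, Lrp8, which binds apolipoprotein E and reelin, rose 3.5-fold (log2 change 1.81, SE 0.25, limma adjusted p = 0.0253) with EPO in stage E1. A further probe set of Lrp8 also rose and had a log2 change of 1.70 (SE 0.20, limma adjusted p = 0.0135). Blocking on the replicate number raised the limma adjusted p to 0.148 for Lrp8 and 0.0988 for the further probe set. Leaving out 1 array ended the limma call for Lrp8 without unchallenged replicate 1, 2 or 4 or EPO replicate 1, 2 or 3 (adjusted p 0.0531 to 0.097) and for the further probe set without unchallenged replicate 3 or EPO replicate 3 (adjusted p 0.0552 to 0.0587).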

*Lrp8*, a receptor for apolipoprotein-E ligands also was induced 1.9 – to 2.9 – fold. Interestingly, roles for Lrp8 in platelet function and neural cell migration recenty have been described. 

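All 5 genes of Fig. 4A rose in stage E1, and all 5 did so when adjusted over the list alone (a list the study chose on these samples, so no independent evidence). Osm, a cytokine of the interleukin-6 family, rose 34.9-fold (log2 change 5.12, SE 0.24, limma adjusted p = 0.000788). Gdf3, a ligand of the TGF-beta superfamily, rose 4.76-fold (log2 change 2.25, SE 0.26, limma adjusted p = 0.0135), and Cmtm6, a membrane protein with a MARVEL domain, rose 3.51-fold (log2 change 1.81, SE 0.20, limma adjusted p = 0.0123). In the blocked fit, limma's adjusted p reached 0.085 for Cmtm6. The call of limma was missing for Gdf3 without unchallenged replicate 3 or EPO replicate 3 (adjusted p 0.0533 to 0.0573) and for Cmtm6 without EPO replicate 3 (adjusted p = 0.0513).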

In stage-E1 EPC's, EPO also induced the expression of three cytokines: *Cmtm6*, *Gdf3* and *Oncostatin-m*. Cmtm6 is a chemokine-like factor superfamily member with presently unknown function, while Gdf3 can act as a TGF/BMP antagonist (and may therefore counter inhibitory effects of TGFbeta on erythropoiesis). *Oncostatin-m* is a known EPO response gene, but recently has been shown to induce hepatocyte hepcidin expression, and to consequently decrease serum iron levels [33].

**Figure 4:**
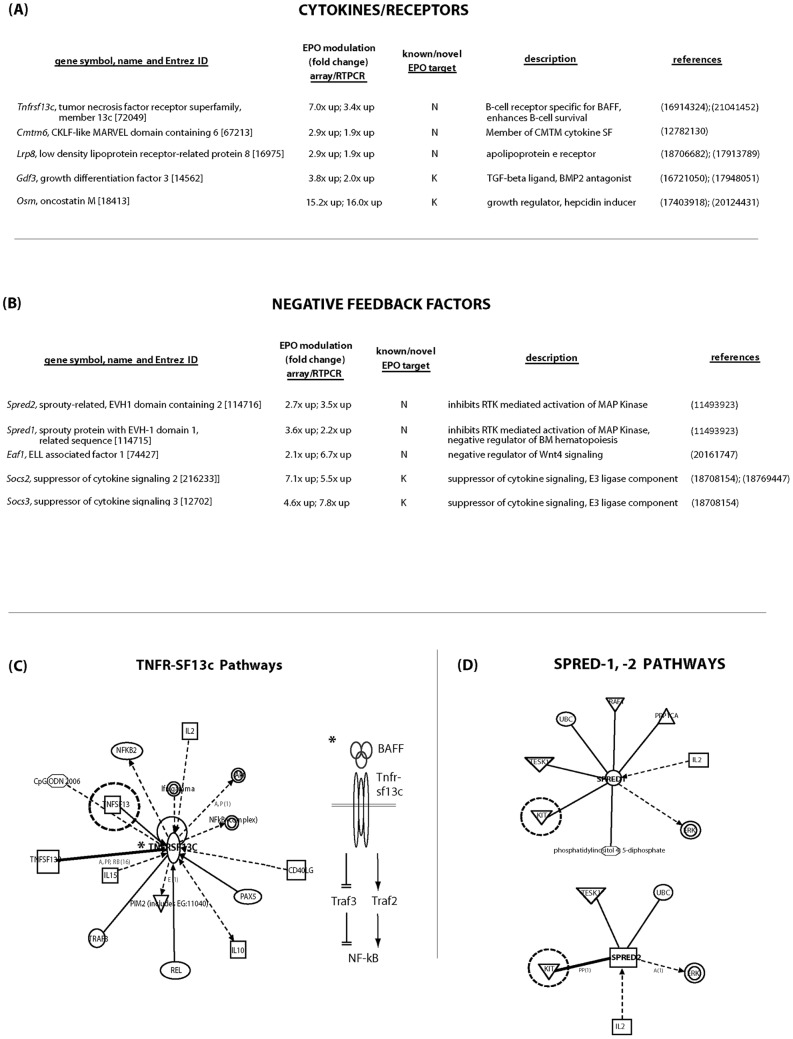
EPO/EPOR – modulation of cytokines plus receptors, and negative feedback factors. **A**] Cytokines/ receptors modulated due to EPOR ligation included *Tnfr-sf13c* (BAFF receptor), *Cmtm6* (transmembrane chemokine receptor like superfamily-6), *Lrp8* (cholesterol co-receptor), *Gdf3* (a BMP antagonist), and *Oncostatin-M* (a new indirect mediator of iron transport). **B**] Among negative-feedback factors, EPOR ligation up modulated five prime factors as *Spred2, Spred1, Edf1, Socs2,* and *Socs3*. **C**] For Tnfr-sf13c, associated factors and pathways are outlined (based on Ingenuity algorithms). **D**] For Spred-1 and -2, associated factors and pathways are outlined.

EPO/EPOR STFs also included five negative feedback factors (Figures 4B, 4D) (guiding references are included as PMIDs) (also see Figure S3). 

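Socs2, Socs3, Spred1 and Eaf1 rose with EPO in stage E1, and the remaining gene of Fig. 4B, Spred2, did not pass the test. Adjusted over the list alone, 5 rose (a list the study chose on these samples, so no independent evidence). Of the 8 genes of the Socs family, Cish, Socs2 and Socs3 rose and 5 did not pass (3 higher and 0 lower when adjusted over the list alone), with a median log2 change of 0.33 (camera of limma, adjusted p = 6.84e-07, and adjusted p = 0.0637 with an estimated correlation). Of 11 Spred, Sprouty and Dusp genes, inhibitors of Ras and ERK signalling, Spred1 rose and 10 did not pass (2 higher and 0 lower when adjusted over the list alone), with a median of 0.0031 (camera of limma, adjusted p = 0.0696; 0.0336 without unchallenged replicate 1, 0.0249 with the mean of each gene's probe sets and 0.0317 in fry).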

Two are suppressors of cytokine signaling, while three are novel EPO targets as *Spred2*, *Spred1* and *Eaf1*. 

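Spred1, an inhibitor of Ras and ERK signalling, rose 6.09-fold (log2 change 2.61, SE 0.29, limma adjusted p = 0.0126). Eaf1, a partner of the transcription elongation factor ELL, rose 4.44-fold (log2 change 2.15, SE 0.26, limma adjusted p = 0.0156). Spred2, a relative of Spred1, had a log2 change of 1.93 (SE 0.53, limma adjusted p = 0.229), and none of its 5 probe sets passed. Without EPO replicate 1, Spred2 passed limma (adjusted p = 0.013). A block for the replicate number took the limma adjusted p to 0.0942 for Spred1 and 0.0821 for Eaf1. The limma call, made with all 8 arrays, ended for Eaf1 without unchallenged replicate 1, 2 or 3 or EPO replicate 3 or 4 (adjusted p 0.0523 to 0.06).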

SOCS factors act as E3 ubiquitin ligases, and exert feedback effects on activated EPOR/Jak2 complexes [34]. The present results specifically implicate not only *Socs-3* but also *Socs-2* in this feedback loop. 

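Socs2 and Socs3, suppressors of cytokine signalling, both rose in stage E1. Socs2 rose 14.3-fold (log2 change 3.84, SE 0.31, limma adjusted p = 0.00435) and Socs3 rose 6.48-fold (log2 change 2.70, SE 0.18, limma adjusted p = 0.00265). Limma with the replicate number as a block returned an adjusted p of 0.0681 for Socs2 and 0.0538 for Socs3.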

Spreds are adaptor proteins that have been characterized as negative feedback factors in RTK systems [35], but not in the context of Janus kinase- coupled receptor modulation. Finally, Eaf1 can act as an inhibitor of Wnt signaling. For twelve additional EPO/EPOR modulated STF's, these are described in supplemental text associated with Table 1 (which includes references as PMID's). As defined in Table 1, these include.

**Table 1:** EPO/EPOR-modulated signal transduction factors.

gene symbol, name and Entrez ID	EPO modulation (fold change) array/RTPCR	known /novel EPO target	Description	references
*Pik3cb*, phosphatidylinositol 3-kinase catalytic beta subunit [74769]	2.6× up	N	p110beta catalytic subunit of PI3K	(18594509); (19815050)
*Mobkl1a*, MOB1, Mps One Binder kinase activator-like 1A [68473]	2.2× up	N	NDR kinase regulator	(20624913); (18328708)
*Prkcq*, protein kinase C-theta [18761]	2.3× up	N	PKC theta S/T kinase	(20592275); (12670396)
*Gnb2l1*, G protein, beta polypeptide 2 like 1 [14694]	3.0× up	N	G-protein beta 2-like-1 (anchor for PKC)	(19767770); (20093473)
*Gab2*, growth factor receptor bound protein 2-associated protein 2 [14389]	2.7× up	N	Grb2 and SHP2 docking protein	(14662016); (20161778); (17374739)
*Irs2*, insulin receptor substrate 2 [384783]	7.4× up	K	insulin and IL4PY- regulated docking protein	(19109238); (12506011)
*Erbb2ip*, Erbb2 interacting protein [59079]	3.1× down	N	Erbin, RTK and TGF-R modulator	(17591701); (20887249)
*Tirap*, TIR domain-containing adaptor protein [117149]	2.4× up	N	IL1 and Toll receptor adaptor	(12447442); (19898489)
*Gnl3*, guanine nucleotide binding protein-like 3 (nucleolar) [30877]	2.3× up	N	nuclear receptor negative co-regulator	(20703089); (17623774)
*Pnrc1*, proline-rich nuclear receptor coactivator 1 [108767]	2.3× up	N	nuclear receptor positive co-regulator	(10894149); (20023006)
*Nol8*, nucleolar protein 8 [70930]	3.1× up	N	GTP binding protein – binding protein	(15132771); (14660641)
Plek2, plecstrin 2 [27260]	3.9× up	N	Pleckstrin2, PIP-regulated cytoskeletal factor	(17658464); (17008542)

Twelve additional signal transduction factors (STFs) were defined as significantly EPO/EPOR- modulated targets: two are kinases, as *PI3K p110beta* and *PKC theta*; others include *Rack1/Gnb2l1*, *Erbin/Erbb2ip* (an RTK modulator), two docking proteins (*Gab2, Irs2*), and *Pleckstrin2*. References are cited by PMID number.

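Of the 11 genes of Table 1 that have a value, 8 rose in stage E1, Erbin and Pnrc1 fell and Tirap did not pass the test in its representative probe set. Adjusted over the list alone, 9 rose and 2 fell (a list the study chose on these samples, so no independent evidence). Irs2, which docks signalling proteins at the insulin and interleukin-4 receptors, rose 11.3-fold (log2 change 3.50, SE 0.34, limma adjusted p = 0.00802). When the replicate number was a block, limma's adjusted p stood at 0.122 for Irs2.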

Among twelve remaining EPO/EPOR modulated STF's (Table 1, including references as PMID's), one has been reported previously as insulin receptor substrate-2 (*Irs2*), a docking protein also utilized by the IL4R. Eleven represent novel EPO- response factors. One similarly is a docking protein, *Gab2*, while two are kinases as PI3K's catalytic beta subunit (*Pik3cb*), and PKC-theta (*Prkcq*) (an NFKb regulator). 

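Gab2, a docking protein, rose 2.94-fold (log2 change 1.56, SE 0.13, limma adjusted p = 0.00436). Pik3cb, the p110-beta catalytic subunit of PI3K, rose 3.06-fold (log2 change 1.61, SE 0.23, limma adjusted p = 0.0319), and Prkcq, protein kinase C theta, rose 2.49-fold (log2 change 1.31, SE 0.19, limma adjusted p = 0.0295). Of 16 measured genes of the EPO receptor pathway, Pik3cb, Gab2, Irs2, Cish and Socs3 rose and 11 did not pass the test (6 higher and 2 lower when adjusted over the list alone). The pathway list had a median log2 change of 0.25 (camera of limma, adjusted p = 1.58e-05, and up to 0.021 over the alternatives). With the replicate number as a block, the limma adjusted p was 0.088 for Gab2, 0.0502 for Pik3cb and 0.103 for Prkcq. Limma's call was lost for Pik3cb without unchallenged replicate 2, 3 or 4 or EPO replicate 1, 2, 3 or 4 (adjusted p 0.0593 to 0.112) and for Prkcq without unchallenged replicate 1, 2 or 4 or EPO replicate 1, 3 or 4 (adjusted p 0.0666 to 0.108). A limma call also ended with quantile normalization for Pik3cb (adjusted p = 0.0761) and Prkcq (adjusted p = 0.0611).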

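Mob1b (Mobkl1a in Table 1), a co-activator of LATS kinases in the Hippo pathway, rose 2.96-fold (log2 change 1.57, SE 0.12, limma adjusted p = 0.00377) with EPO in stage E1. The blocked limma fit gave an adjusted p of 0.0502 for Mob1b.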

Another, MOB1 (*Mobkl1a*) is a preferred substrate of Mst1/2 Ste20- like kinases. 

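Gnl3 and Nol8, nucleolar proteins of ribosome production, rose with EPO in stage E1, while Erbin and Pnrc1 fell. Gnl3, the GTP-binding protein nucleostemin, rose 2.21-fold (log2 change 1.14, SE 0.10, limma adjusted p = 0.00511), and Nol8 rose 3.58-fold (log2 change 1.84, SE 0.25, limma adjusted p = 0.0252). Erbin (Erbb2ip in Table 1), which binds the receptor ERBB2, fell 3.82-fold (log2 change -1.93, SE 0.29, limma adjusted p = 0.0349), and Pnrc1, a co-activator of nuclear receptors, fell 2.32-fold (log2 change -1.21, SE 0.11, limma adjusted p = 0.00693). Tirap, an adaptor of Toll-like receptors, had a log2 change of 1.53 (SE 0.28, limma adjusted p = 0.0665) and passed in another of its probe sets (log2 change 2.00, SE 0.20, limma adjusted p = 0.00941). Gnb2l1 (Rack1) has no value. The representative probe set of Tirap passed limma without EPO replicate 1 (adjusted p = 0.0158). Under the replicate block, limma's adjusted p was 0.105 for Gnl3, 0.0711 for Nol8, 0.0516 for Erbin, 0.066 for Pnrc1 and 0.0622 for that probe set of Tirap. In limma, the call ended for Nol8 without unchallenged replicate 1, 2 or 3 or EPO replicate 2, 3 or 4 (adjusted p 0.0638 to 0.0879) and for Erbin without unchallenged replicate 1, 2, 3 or 4 or EPO replicate 1, 3 or 4 (adjusted p 0.0727 to 0.107).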

Three are G- (or G-like) proteins (or binding proteins) as *Gnb2l1*, *Gnl3* and *Nol8*; and three are regulating co-factors for RTKs, Toll receptors, and nuclear receptors as *Erbin/Erbb2ip*, *Tirap*, and *Pnrc1*, respectively. 

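Plek2, a pleckstrin-family protein that acts on the actin cytoskeleton, rose 5.67-fold (log2 change 2.50, SE 0.19, limma adjusted p = 0.00364) with EPO in stage E1, in its 1 probe set. Blocking on the replicate number raised the limma adjusted p to 0.0912 for Plek2.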

Finally, one EPO/EPOR response factor is a regulator of cytoskeleton restructuring as Pleckstrin-2 (*Plek2*) (3.9-fold induction). Thus, EPO also modulates the expression of intriguingly diverse sub-sets of novel STF's with functions that will be of significant interest to further delineate (and network).

Pik-3cb, Mobkl1a, Prkcq, Gnb2l1, Gab2, Irs2, Erbb2ip, Tirap, Gnl3, Pnrc1, Nol8, Plek2.

### Functional roles for Tnfr-sf13c during erythropoiesis

Specific roles for Tnfr-sf13c during erythropoiesis next were assessed. EPO- induction in stage E1, E2 and E3 cells first was investigated, and confirmed at each stage (Figure 5A). Steady-state expression also was assayed, and proved to peak in stage E2 proerythroblasts (Figure 5B). The dependency of EPO's induction of *Tnfr-sf13c* on Stat5 also was confirmed in independent analyses using stage E1 progenitors expressing wt-EPO, EPOR-H or EPOR-HM alleles (Figure 5C). In functional experiments, primary bone marrow (pro)erythroblasts first were prepared essentially as described above for EPO-challenge experiments (including a second depletion of residual Ter119^pos^ cells). Tnfr-sf13c expression then was induced by exposure to EPO (2U/mL) for 4 hours. Cells were washed thrice, and replated in the presence or BAFF (as Tnfr-sf13c's ligand). In parallel, cells were exposed to EPO (also included were no-BAFF, and no-EPO controls). At a subsequent 15 hour time point, possible effects on survival and/or Ter119^pos^ erythroblast formation were assessed (by flow cytometry). Notably, BAFF ligand proved first to cytoprotect erythroid progenitors with an efficiency approaching that of EPO (ie, 60% of survival effects exerted by EPO) (Figure 5D). (For example primary data, also see Figure S4). In addition, BAFF (in the absence of EPO) also proved to clearly support the formation of Ter119^pos^ erythroblasts (again, with substantial efficiency) (Figure 5E). In colony-forming assays, BAFF also moderately enhanced CFUe formation (170.5+/−12.3 per 1×10^5^ BM cells with 0.5 µg/mL BAFF vs. 143.3+/−13.9 with EPO alone, 1 U/mL) (p = 0.03, Student's T-test for mean values). CFUe formation may be only modestly affected by BAFF-ligand based on apparent actions at a post-CFUe (pro)erythroblast stage. These experiments employing primary bone marrow erythroblasts provide direct evidence for BAFF-ligated Tnfr-sf13c in promoting erythroblast development, and therefore the actions of EPO. This especially applies to developing proerythroblasts with heightened Tnfr-sf13c levels (see schematic model, Figure 6). In related analyses, NCBI Geo databases were used to more broadly consider *Tnfrsf13c* expression profiles. General comparisons to receptors such as EGF-R and IFNa-R indicated relatively narrow expression distributions for *Tnfrsf13c* (121,615 and 45,101 positive profiles for EGF+R and FGFR vs 822 for Tnfrsf13c). Factors indicated to regulate Tnfrsf13c also were limited. Cytokines included SDF1, IL4 and IL2 while transcription factors included STAT5b, Zfp3L2 and Pu1 (see Table S9). For each of eight example studies, basic details on mean fold-modulation and experiment design also are provided. (For additional information, please consult the indexed NCBI Geo GDS data sets).

**Figure 5:**
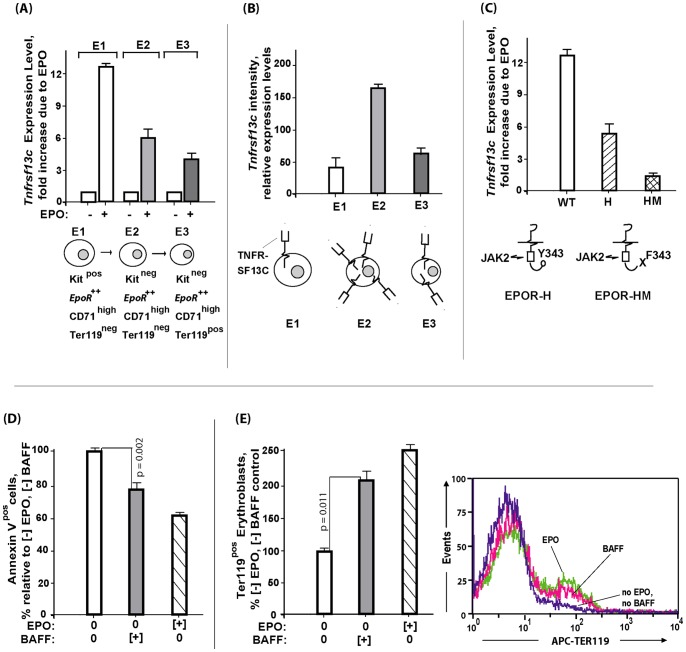
Tnfr-sf13c expression during EPO-dependent (pro)erythroblast development, and erythropoietic effects of BAFF. **A**] EPO efficiently induces *Tnfr-sf13c* expression in CFUe-like progenitors, proerythroblasts, and Ter119^pos^ erythroblasts (stages E-1, -2, and -3, respectively)- Stage E1, E2, and E3 EPC's were isolated; cultured for 5.5 hours in the absence of EPO; and then EPO-challenged frequencies of Ter119^pos^ stage E3 erythroblasts were determined (by flow cytometry) (means +/− SE, n = 4). for 90 minutes (4U/mL). RNA was isolated, reverse-transcribed and used in quantitative RT-PCR analyses. **B**] Tnfr-sf13c expression peaks within stage-E2 erythroblasts. *Tnfr-sf13c* levels also were determined within stage E1, E2, and E3 EPC's directly upon isolation. **C**] EPO/EPOR- induction of Tnfr-sf13c depends, in part, upon Stat5 engagement. Stage E1 bone marrow EPC's were expanded and isolated from wild-type mice, and mice harboring EPOR-HM or EPOR-H alleles. For each, EPO induction of *Tnfr-sf13c* expression was then assayed (by RT-PCR) (mean +/− SE, n = 3 per group). **D**] BAFF- dependent inhibition of apoptosis among primary bone marrow proerythroblasts. EPCs were expanded from wild-type bone marrow. Stage E1 plus E2 cells were then isolated, cultured for 5.5 hours without EPO, exposed to EPO for 2 hours, and then washed thrice. Cells then were cultured for 15 hours in the presence (or absence) of BAFF ligand (1.2 ug/mL) or EPO (0.06 U/mL). Levels of annexin v- positive cells then were determined (via flow cytometry) (means +/− SE, n = 4). **E**] BAFF ligation of Tnfr-sf13c substantially promotes the formation of maturing Ter119^pos^ erythroblasts. Ter119^neg^ EPC's were expanded and isolated. Cells were then cultured in the presence, or absence of BAFF ligand (1.2 ug/mL) or EPO (0.06 U/mL) and at 15 hours, frequencies of Ter119^pos^ erythroblasts were determined (by flow cytometry). Graphed values are means +/− SE.

**Figure 6:**
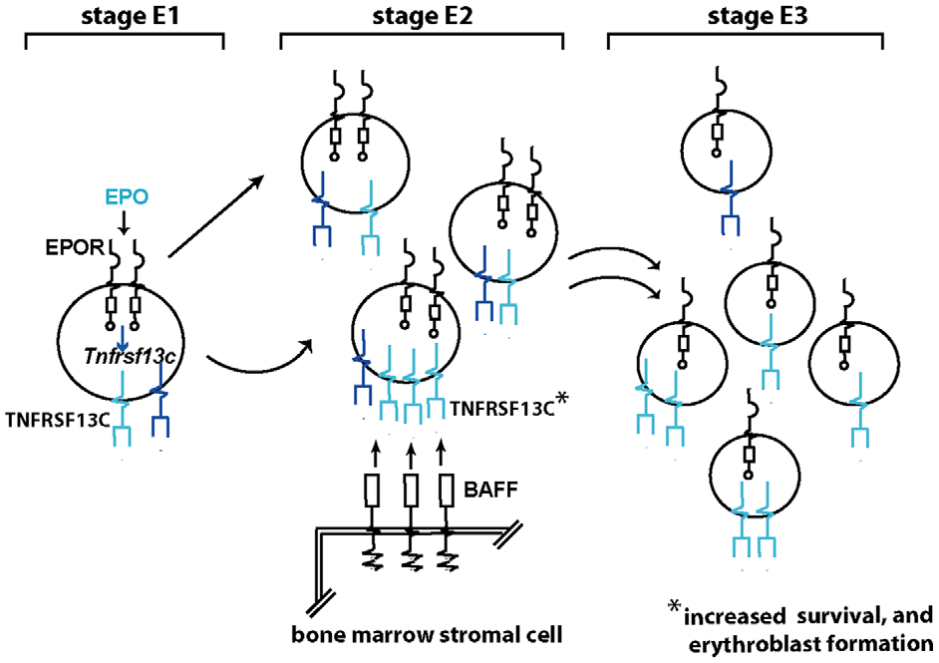
Model for EPO\EPOR deployment of Tnfr-sf13c as an agent for proerythroblast survival, and erythroblast formation. In stage E1 EPC's and stage E2 pro-erythroblasts, elevated EPO levels heighten Tnfr-sf13c expression. Tnfr-sf13c ligation via stromal cell Baff then results in heightened survival of pro-erythroblasts, and increased formation of Ter119^pos^ stage E3 erythroblasts.

## Discussion

Since the cloning of EPO and its receptor, the EPOR system has served well as a paradigm for HGF-R action [1]. Much of our understanding of EPO/EPOR effects, however, depends upon ectopic over-expression in cell line models (which often have been non-erythroid, or non-hematopoietic). In addition, and based on available reagents, attention has been paid predominantly to canonical pathways and signal transduction factors. For the present studies, a prime goal was to employ a transcriptome profiling approach, together with a primary bone marrow CFUe- like target cell population, to better reveal events (initially at a transcript level) that EPO elicits in a bona fide target cell population. Further impetus was provided by unique advances in the short-term expansion and purification of uniform cohorts of bone marrow-derived EPC's (as recently detailed by Dev et al) [24]. Also, pilot transcriptional analyses in various cell line models proved to yield partially overlapping but otherwise disparate profiles among EPO response genes (eg, differentially regulated orthologues of *Pim*, *Socs*, *Spry, Spred* and *Bcl2* factors; no modulation of *PodxL*) (data not shown). Using a serum-free short-term ex vivo expansion system plus optimized rapid and efficient cell immunoadsorption procedures, sufficient primary stage-E1 bone marrow EPC's presently were prepared in sufficient numbers for robust quadruplicate profiling studies.

One related basic point for consideration concerns the choice of stage-E1 CFUe-like cells as a target for EPO-action analyses. Previously, we have shown that with regards to survival effects, EPO can also cytoprotect stage E2 proerythroblasts and stage E3 erythroblasts, but less effectively than for highly-dependent E1 cells [19], [24]. Stage E1 cells also are more stimulated in their proliferative responses by EPO [21], [24]. With regards to profiling per se, several features underscore the likelihood that culled transcripts represent EPO/EPOR response genes. First, among 50 factors assayed by quantitative RT-PCR, all except one (*Pias3*) were confirmed. 

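In the 323 stage E1 probe sets that passed the test and changed at least 2-fold, the groups parted along 1 axis. The first principal component held 93.0% of their variance, with scores of 16.04 to 19.28 on the unchallenged arrays and -16.47 to -18.37 on the EPO-challenged arrays. No array lay between the groups. These probe sets were chosen for their difference between the groups, so the parting describes them and is no test.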

Second, for the >2-fold modulated set considered, PCA and clustering analyses did not reveal outlying factors. Third, when cluster-4 was independently analyzed, all EPOR targets tested were validated. In addition (through the employ of knocked-in EPOR-H and EPOR-HM alleles) six new EPOR-PY343/Stat5 response genes were independently confirmed including *Tnfr-sf13c*, *Ccrn4l*, *Rpl12*, *Socs2, Chac1* and *Matr3* as novel EPO-regulated factors. Confidence in our presently reported EPO/EPOR- regulated transcriptome is also reinforced via heat-map and p-value distribution analyses.

EPO is best known to promote EPC survival, and expansion [1], [36], and EPO/EPOR-modulated survival therefore is next considered. Among seven such factors, two are novel as *Gas5*, and *Lyl1. Gas5* is of interest in ways that relate to *Pim-1* and *-3.* Specifically *Gas5* can act as a non-coding RNA to regulate mTOR levels [37]. Together, Pim and mTOR pathways reinforce cell survival via pro-metabolic effects [30]. Lyl1, by comparison, is a bHLH transcriptional regulator which recently has been demonstrated to enforce hematopoietic progenitor cell survival [31]. EPO down-modulation of *Bim* (a BH3-only factor) is in-keeping with Bim's role as a Bclx antagonist [38]. Finally, Trib3 and Serpina3g are a pseudokinase, and candidate protease inhibitor each of which recently has been preliminarily demonstrated to affect erythroid progenitor cell survival [19]. For these latter highly EPO-induced factors, LOF studies are in progress (and point to important non-redundant effects exerted in relatively late EPC's) (manuscripts in preparation and submitted).

In maturing CFUe, cell cycle regulation is an atypical affair in that cell division rates accelerate markedly, become synchronous, and then sharply decrease as erythroblasts transition to reticulocytes [39]. In part, this recently has been indicated to involve E2F factor effects [40]. Presently, five EPO-modulated factors are predicted to promote cell cycle progression as Cyclin-D2, Cdc25a and Cyclin b1-interacting protein as induced factors, and Cyclin-G2 plus p27/Kip as repressed inhibitory factors. Btg3, in contrast is a novel EPO-induced factor that previously has been demonstrated to attenuate G2 to M phase transitions [32]. Btg3 therefore may contribute to synchronizing aspects of proerythroblast cell divisions.

In a broad category of additional signal transduction factors, one interesting subset of EPO/EPOR- regulated STF's is negative feedback factors. Among these, suppressors of cytokine signaling Socs-3 previously has been implicated as an EPOR/JAK2 complex inhibitor [34]. In primary bone marrow stage-E1 EPC's, *Socs-3* as well as *Socs-2* are shown to be induced by EPO. *Spreds-1* and *-2,* as also induced by EPO, may well affect not only EPOR complexes, but also RTK's such as Kit and/or EphB4, each of which play erythropoietic roles [41], [42]. Biologically, such suppression might relate, for example, to stage-E1 to -E2 transitions. This brings questions of possible receptor cross-modulation to bear. Eaf1 further is known to suppress Wnt signaling (see Figure 4B).

By extended considerations, select EPO-induced transcriptional events also may result in erythroid cell extrinsic EPC effects. Examples are given by EPO- induction of *Cmtm6* as a CMTM cytokine [43]; *Gdf3* as a candidate inhibitor of TGFbeta [44] and *Oncostatin M* as a newly discovered regulator of hepatic hepcidin and therefore of iron availability [33]. Finally, *Tnfr-sf13C* proved to comprise a strong EPO/EPOR response factor in EPC's and (as discussed below) this has proven to be of clear functional significance.

Tnfr-sf13c to date has been studied in B-cells and (together with its BAFF ligand) is essential for B-cell survival and development [22], [23]. BAFF interestingly is expressed by bone marrow stromal cells, and has been implicated as an anchoring site within marrow for multiple myeloma cells [45]. In an erythropoietic context, we now demonstrate that *Tnfr-sf13c* is a major EPO-response gene in primary bone marrow EPC's, and ligation of Tnfr-sf13c results in not only cytoprotective effects, but also appears to bolster the formation of stage-E3 erythroblasts from stage E1 and E2 progenitors. Our profiling analyses of E1, E2 and E3 EPC's further indicate that these cells are not a significant source of BAFF as compared directly to primary bone marrow stromal cells (data not shown). Therefore, a novel functional connection is implicated between EPC's (via Tnfr-sf13c) and bone marrow stromal cells. It is of potential clinical interest to suggest that BAFF may comprise a rationale anti-anemia agent for possible use in combination with EPO. Via MGI Gene Expression Atlas, twenty-four cited experiments which include *Tnfrsf13c* indicate skewed expression among nine non-hematopoietic tissues (with 7 of 24 studies in brain).

A final set of observations that merit discussion involves additional functional subsets of targets presently discovered to be modulated by EPO. This includes up to 99 EPO modulated genes (see Tables S3, S4, S5, S6, S7, S8). Among these, space (and focus) dictate the brief discussion of only a few such factors. Among transcription factors (Table S3) Eklf3 can both antagonize or substitute for Eklf1, and Kruppel-like factors also can cross-regulate one another [46]. 

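Klf3 fell in 4 of its 7 probe sets in stage E1, and Klf1, the gene of the erythroid factor EKLF, did not pass the test. The 3 of these that do not represent Klf3 had log2 changes of -2.53 (limma adjusted p = 0.0175), -1.32 (0.00852) and -0.95 (0.0245). Klf1 had a log2 change of -0.19 (SE 0.089, limma adjusted p = 0.681). Of 15 erythroid transcription factors, Lyl1 rose, Klf3 fell and 13 did not pass (3 higher and 1 lower when adjusted over the list alone), with a median of 0.064 (camera of limma, adjusted p = 0.657). In the blocked fit, limma's adjusted p reached 0.0869 for the Klf3 probe set at -2.53, 0.0576 for the Klf3 probe set at -1.32 and 0.101 for the Klf3 probe set at -0.95. The limma call did not hold for the Klf3 probe set at -2.53 without unchallenged replicate 1, 2 or 3 or EPO replicate 3 or 4 (adjusted p 0.0502 to 0.0651) and for the Klf3 probe set at -0.95 without unchallenged replicate 1, 2 or 3 or EPO replicate 1, 2, 3 or 4 (adjusted p 0.0507 to 0.0717).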

EPO's down-regulation of *Eklf3* therefore might contribute to late erythroid development (ie, by indirectly modulating Eklf1 activation of late erythroid genes, eg, beta- globins). Mllt3, a transcription factor recently shown in Mllt3-null and transgenic mice to regulate early stage erythro- and megakaryopoiesis [47], also was down modulated 3.3 fold by EPO (Table S3). This therefore may favor advancement to late-stage erythroid development. 

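Mllt3, a chromatin reader, fell in 1 of its 3 probe sets in stage E1 (log2 change -0.98, SE 0.08, limma adjusted p = 0.00435). Its representative probe set had a log2 change of -0.21 (SE 0.31, limma adjusted p = 1). A block for the replicate number took the limma adjusted p to 0.0538 for the probe set that fell.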

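Usp12, a deubiquitinating enzyme, rose 3.22-fold (log2 change 1.69, SE 0.26, limma adjusted p = 0.0385) with EPO in stage E1. Fbxw7, the substrate-binding part of a ubiquitin ligase, had a log2 change of 1.57 (SE 0.30, limma adjusted p = 0.0779) in its representative probe set and passed in another of its probe sets (log2 change 1.32, SE 0.16, limma adjusted p = 0.0159). Without unchallenged replicate 1, limma called the representative one as well (adjusted p = 0.0165). Limma with the replicate number as a block returned an adjusted p of 0.142 for Usp12 and 0.0675 for that probe set of Fbxw7. Single arrays carried calls in limma, which ended for Usp12 without unchallenged replicate 1 or 4 or EPO replicate 1, 2, 3 or 4 (adjusted p 0.0782 to 0.132) and for that probe set of Fbxw7 without unchallenged replicate 1, 3 or 4 or EPO replicate 3 or 4 (adjusted p 0.0516 to 0.0686).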

In a category of ubiquitinylation (Table S4), EPO induced the expression of *Usp12* and *Fbxw7*. Usp12 is a deubiquitinating enzyme previously implicated in Fanconi anemia, while Fbxw7 (a substrate binding component of Ub ligase complexes) can act as a tumor suppressor in part by regulating Mcl1 levels [48]. Other EPO- modulated metabolic factors of note (Table S4) include *Tim-9* and *Tim-10* which act coordinately to facilitate transport of hydrophobic proteins to inner mitochondrial membranes [49]. 

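Timm9 and Timm10, partners in a chaperone complex of the mitochondrial intermembrane space, both rose. Timm9 rose 4.96-fold (log2 change 2.31, SE 0.064, limma adjusted p = 7.44e-05) and Timm10 rose 3.15-fold (log2 change 1.65, SE 0.16, limma adjusted p = 0.00802). Of 26 genes of mitochondrial import and biogenesis, 4 rose (Timm9, Timm10, Timm8a1 and Chchd4) and 22 did not pass the test (10 higher and 0 lower when adjusted over the list alone). The list's median log2 change was 0.44 (camera of limma, adjusted p = 2.02e-14, and up to 0.0359 over the alternatives).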

Interestingly, EPO induced mitochondrial biogenesis also has recently been reported in myocardial tissue [15]. In a related category of transporters (Table S4) EPO also regulated the expression of *Slc40a1*, an iron transporter that may correspond to erythroid ferroportin [50]. 

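Slc40a1, the iron exporter ferroportin, fell 2.26-fold (log2 change -1.18, SE 0.14, limma adjusted p = 0.0138), and its other probe set, which fell too, had a log2 change of -0.82 (SE 0.051, limma adjusted p = 0.00196). It was the one member that passed the test among 14 measured genes of iron handling (0 higher and 1 lower when adjusted over the list alone). Their median log2 change was -0.0067 (camera of limma, adjusted p = 0.249). When the replicate number was a block, limma's adjusted p stood at 0.0724 for Slc40a1 and 0.0576 for the other probe set. By limma, the test was no longer passed for Slc40a1 without unchallenged replicate 1 or 3 or EPO replicate 3 (adjusted p 0.0546 to 0.0567).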

Here, down- modulation of an iron exporter would result in increased iron accumulation prior to hemoglobinization. Finally, eleven factors involved in ribosome biogenesis were induced by EPO (see Table S6) (for references, also see Table S6). This was unexpected, but of significant interest based on association of mutations in several ribosomal factors with Diamond-Blackfan anemia and 5q-linked myelodysplastic syndrome [51], [52]. 

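Genes that build ribosomes and genes of the ribosome's own proteins each moved upward as a list with EPO in stage E1, and most members of both did not pass the test singly. Of 66 ribosome biogenesis factors, 24 rose, none fell and 42 did not pass the test (46 higher and 0 lower when adjusted over the list alone), with a median log2 change of 0.85 (camera of limma, adjusted p = 7e-51, and up to 0.0137 over the alternatives). Of 44 measured cytosolic ribosomal proteins, Rpl12 and Rps10 rose and 42 did not pass (3 higher and 0 lower when adjusted over the list alone), with a median of 0.064 (camera of limma, adjusted p = 0.00821). Of the 11 genes of Table S6, 9 rose and none fell, and 11 rose when adjusted over the list alone (a list the study chose on these samples, so no independent evidence). Without unchallenged replicate 1, the list of cytosolic ribosomal proteins no longer passed camera of limma (adjusted p = 0.0731).

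**Figure D2:**
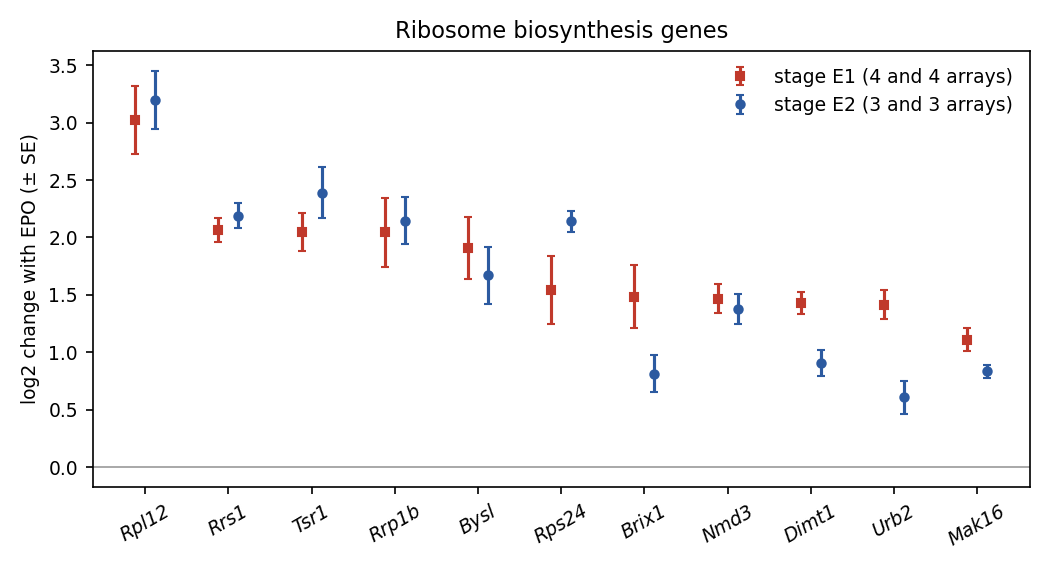
Change with EPO (log2, EPO-challenged minus unchallenged, ± SE) of the 11 genes of Table S6 in stage E1 (red squares, n = 4 per group) and stage E2 (blue circles, n = 3 per group). All 11 estimates in stage E1 lie above 0.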

In part, this appears to involve a heightened sensitivity of erythroid progenitors to dysregulated ribosome biogenesis (and a consequential activation of p53) [53]. 

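Genes of both ribosomal subunits were higher with EPO in stage E1. Rrs1 and Nmd3 serve the large subunit, and Rrs1 rose 4.19-fold (log2 change 2.07, SE 0.10, limma adjusted p = 0.00093) and Nmd3 rose 2.77-fold (log2 change 1.47, SE 0.12, limma adjusted p = 0.00459). Tsr1 and Bysl serve the small subunit, and Tsr1 rose 4.14-fold (log2 change 2.05, SE 0.17, limma adjusted p = 0.00434) and Bysl rose 3.75-fold (log2 change 1.91, SE 0.27, limma adjusted p = 0.0295). Dimt1, which methylates rRNA of the small subunit, rose 2.7-fold (log2 change 1.43, SE 0.095, limma adjusted p = 0.00243). Rrp1b rose 4.13-fold (log2 change 2.04, SE 0.30, limma adjusted p = 0.0319), Urb2 rose 2.67-fold (log2 change 1.42, SE 0.13, limma adjusted p = 0.00588) and Mak16 rose 2.16-fold (log2 change 1.11, SE 0.10, limma adjusted p = 0.00609). Brix1 (Bxdc2 in Table S6) had a log2 change of 1.48 (SE 0.27, limma adjusted p = 0.0722) and passed without unchallenged replicate 4 (limma adjusted p = 0.0492), and the small-subunit protein Rps24 had a log2 change of 1.54 (SE 0.30, limma adjusted p = 0.0814). With the replicate number as a block, the limma adjusted p was 0.0984 for Urb2, 0.0779 for Tsr1, 0.13 for Bysl, 0.1 for Nmd3, 0.066 for Rrp1b and 0.0681 for Dimt1. Leaving out 1 array ended the limma call for Bysl without unchallenged replicate 1, 2 or 3 or EPO replicate 1, 2, 3 or 4 (adjusted p 0.0559 to 0.097) and for Rrp1b without unchallenged replicate 1, 2, 3 or 4 or EPO replicate 2, 3 or 4 (adjusted p 0.0652 to 0.114). Among the other settings, limma's call ended with quantile normalization for Mak16 (adjusted p = 0.0517) and the mean of probe sets for Dimt1 (adjusted p = 0.0523).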

Among EPO/EPOR response factors presently discovered in bone marrow derived CFUe-like progenitors, Rrs1, Rpl12, Urb2 and Bxlc2 are known ribosome biogenic factors; Tsr1, Bysl and Nmd3 are involved in 20S, 40S, and 60S rRNA/subunit formation (respectively); Mak16p and Rbp1B and rRNA stabilizers and/or processing components; Rps24 is a structural component; while Dimt1l is an 18S rRNA adenosine demethylase. To date, none of the above EPO/EPOR targets have been directly implicated in the anemia of MDS or Diamond Blackfan disease. It nonetheless is compelling to suggest that EPO/EPOR signals likely impact on ribosome formation within (pro)erythroblasts – And that this bolstering of ribosome biogenesis may be important to avoid anemia, and keep pace with high demands for the translation of globin transcripts plus erythrocyte membrane and cytoskeletal components.

## Supporting Information

Figure S1 **Transcription factor binding site representation among EPO regulated genes within murine bone marrow- derived CFUe-like progenitors.** For the EPO- modulated genes in K-means clusters #1 – #4 (see Figure 2) DiRE algorithms were applied to identify (and score) enriched transcription factor binding sites. To further inform, results of DiRE analyses are also tabulated on a single gene basis for each EPO- modulated gene within each cluster (see Table S2).
(TIF) Click here for additional data file.

Figure S2 **EPO- modulated survival factors, and cell cycle regulators in CFUe- like EPC's.** Quantitative RT-PCR data for this sub-set of EPO- modulated transcripts are illustrated in bar-graph format.
(TIF) Click here for additional data file.

Figure S3 **EPO- modulated cytokines/receptors, and negative feedback factors in CFUe- like EPC's.** Quantitative RT-PCR data for this subset of EPO- modulated transcripts are illustrated in bar-graph format.
(TIF) Click here for additional data file.

Figure S4 **BAFF inhibition of the apoptosis of primary bone marrow** (**pro**)**erythroblasts.** Primary bone marrow erythroid progenitors were expanded (SP34ex culture). At day-3, EPC's (erythroid progenitor cells) were washed thrice, and returned to culture for 15 hours in the absence of SCF and EPO, but presence of BAFF at moderate [500ng/ml (+)], low [50 ng/ml (++)], or 0 ng/ml [-]. Frequencies of apoptotic EPC's then were determined by Annexin-V staining and flow cytometry. For gated Ter119^pos^ erythroblasts, primary staining profiles are shown. (For CD71^high^ EPC's overall, similar dose-dependent effects on survival also were observed, data not shown).
(TIF) Click here for additional data file.

Table S1 **Quantitative Pcr Primer Pairs.**
(PDF) Click here for additional data file.

Table S2 **Summary Of Epo- Modulated Genes Within K-Means Clusters #1 – #4, Including Candidate Transcription Factor Binding Sites** (**As Predicted Via Dire**)**.**
(PDF) Click here for additional data file.

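Of the 9 transcription regulators in this group, Taf4b rose with EPO in stage E1, Klf3, Fam117a, Tsc22d1 and Hbp1 fell and Atf4, Jmjd1c, Sertad3 and Mllt3 did not pass the test in their representative probe sets. Adjusted over the list alone, 2 rose and 6 fell (a list the study chose on these samples, so no independent evidence). Taf4b, a subunit of TFIID, rose 6.33-fold (log2 change 2.66, SE 0.19, limma adjusted p = 0.00301). Fam117a fell 2.52-fold (log2 change -1.33, SE 0.073, limma adjusted p = 0.00128), Tsc22d1, a leucine zipper protein, fell 2.77-fold (log2 change -1.47, SE 0.16, limma adjusted p = 0.0125) and the HMG-box repressor Hbp1 fell 2.36-fold (log2 change -1.24, SE 0.20, limma adjusted p = 0.0436). Atf4, the regulator of the amino acid response, had a log2 change of 1.21 (SE 0.24, limma adjusted p = 0.0964) and passed in another of its probe sets (log2 change 1.41, SE 0.11, limma adjusted p = 0.00364). Jmjd1c, a relative of histone demethylases, had a log2 change of -0.87 (SE 0.26, limma adjusted p = 0.29) and passed in another of its probe sets (log2 change -1.48, SE 0.14, limma adjusted p = 0.00773), and Sertad3 had a log2 change of -1.40 (SE 0.35, limma adjusted p = 0.171) and passed in another of its probe sets (log2 change -1.73, SE 0.23, limma adjusted p = 0.0245). Of 35 measured ATF4 amino acid response genes, 11 rose, among them Trib3, Nupr1 and Chac1, none fell and 24 did not pass (17 higher and 1 lower when adjusted over the list alone), with a median of 0.60 (camera of limma, adjusted p = 3.28e-20, and up to 0.0037 over the alternatives). The blocked limma fit gave an adjusted p of 0.129 for Tsc22d1, 0.113 for Hbp1, 0.0711 for that probe set of Atf4, 0.0533 for that probe set of Jmjd1c and 0.067 for that probe set of Sertad3. The call of limma was missing for Tsc22d1 without unchallenged replicate 3 or EPO replicate 3 (adjusted p 0.0518 to 0.0536), for Hbp1 without unchallenged replicate 1, 2 or 4 or EPO replicate 1, 2, 3 or 4 (adjusted p 0.0802 to 0.145) and for that probe set of Sertad3 without unchallenged replicate 1, 3 or 4 or EPO replicate 1 or 4 (adjusted p 0.0563 to 0.0858). Other settings that ended the limma call were quantile normalization for Hbp1 (adjusted p = 0.0955) and the mean of probe sets for Hbp1 (adjusted p = 0.0953).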

Table S3 **Epo Modulated Transcription Factors.**
(PDF) Click here for additional data file.

Table S4 **Epo/Epor Modulated Metabolism.**
(PDF) Click here for additional data file.

Table S5 **Epo/Epor Modulated Cancer Biology.**
(PDF) Click here for additional data file.

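Of the 6 genes of Table S5, Pvt1 and Tspan14 rose with EPO in stage E1, Cdr2, Ccdc68 and Dnajb4 fell and Mtdh did not pass the test. The counts were the same when adjusted over the list alone (a list the study chose on these samples, so no independent evidence). Pvt1, a non-coding RNA that lies beside Myc, rose 7.94-fold (log2 change 2.99, SE 0.37, limma adjusted p = 0.0186), and the tetraspanin Tspan14 rose 3.5-fold (log2 change 1.81, SE 0.18, limma adjusted p = 0.00802). Cdr2 fell 2.69-fold (log2 change -1.43, SE 0.11, limma adjusted p = 0.00364), Ccdc68 fell 2.72-fold (log2 change -1.44, SE 0.14, limma adjusted p = 0.00768) and the heat shock protein Dnajb4 fell 2.3-fold (log2 change -1.20, SE 0.18, limma adjusted p = 0.034). Mtdh, metadherin, had a log2 change of 0.29 (SE 0.22, limma adjusted p = 1), and none of its 7 probe sets passed. Under the replicate block, limma's adjusted p was 0.0705 for Tspan14, 0.0983 for Cdr2 and 0.0677 for Ccdc68. The limma call, made with all 8 arrays, ended for Pvt1 without unchallenged replicate 1, 3 or 4 or EPO replicate 3 or 4 (adjusted p 0.0586 to 0.0769) and for Dnajb4 without unchallenged replicate 1, 2, 3 or 4 or EPO replicate 2, 3 or 4 (adjusted p 0.0726 to 0.104). A limma call also ended with quantile normalization for Dnajb4 (adjusted p = 0.152).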

Table S6 **Epo/Epor Modulated Ribosome Biosynthesis.**
(PDF) Click here for additional data file.

Table S7 **Epo/Epor Modulated Rna Processing.**
(PDF) Click here for additional data file.

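Of the 7 genes of Table S7, Polr1b, Trmt61a, Nip7 and Yrdc rose with EPO in stage E1, Clk1 fell and Heatr1 and Exosc1 did not pass the test in their representative probe sets. Adjusted over the list alone, 6 rose and 1 fell (a list the study chose on these samples, so no independent evidence). Polr1b, a subunit of RNA polymerase I, rose 3.86-fold (log2 change 1.95, SE 0.26, limma adjusted p = 0.0245), and Nip7, a factor of rRNA maturation, rose 2.47-fold (log2 change 1.30, SE 0.13, limma adjusted p = 0.00773). Trmt61a and Yrdc modify tRNA, and Trmt61a rose 5.65-fold (log2 change 2.50, SE 0.27, limma adjusted p = 0.0123) and Yrdc rose 3.9-fold (log2 change 1.96, SE 0.26, limma adjusted p = 0.0245). Clk1, a kinase of splicing factors, fell 2.12-fold (log2 change -1.08, SE 0.12, limma adjusted p = 0.0117). Heatr1, a nucleolar factor, had a log2 change of 0.51 (SE 0.18, limma adjusted p = 0.413) and passed in another of its probe sets (log2 change 1.96, SE 0.32, limma adjusted p = 0.0455). Exosc1, a subunit of the RNA exosome, had a log2 change of 1.14 (SE 0.23, limma adjusted p = 0.0971). Blocking on the replicate number raised the limma adjusted p to 0.0965 for Polr1b, 0.108 for Trmt61a, 0.0731 for Nip7, 0.0675 for Clk1 and 0.0554 for that probe set of Heatr1. Limma's call was lost for Polr1b without unchallenged replicate 2 or 4 or EPO replicate 1, 2, 3 or 4 (adjusted p 0.0591 to 0.0921), for Trmt61a without EPO replicate 3 (adjusted p = 0.0545), for Yrdc without unchallenged replicate 1, 2 or 3 or EPO replicate 2, 3 or 4 (adjusted p 0.0526 to 0.0944) and for that probe set of Heatr1 without unchallenged replicate 1, 2 or 3 or EPO replicate 1, 2, 3 or 4 (adjusted p 0.0702 to 0.152).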

Table S8 **Epo/Epor Modulated Other.**
(PDF) Click here for additional data file.

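Of the 33 genes of Table S8 that have a value, 16 rose with EPO in stage E1, 5 fell and 12 did not pass the test. Adjusted over the list alone, 25 rose and 5 fell (a list the study chose on these samples, so no independent evidence). Ydjc rose 6.14-fold (log2 change 2.62, SE 0.19, limma adjusted p = 0.00341).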

Table S9 **Candidate Regulators Of** ***Tnfrsf13c*** **Expression.**
(PDF) Click here for additional data file.

# Supplementary material for: Defining an EPOR- Regulated Transcriptome for Primary Progenitors, including Tnfr-sf13c as a Novel Mediator of EPO- Dependent Erythroblast Formation
**Source:** PLoS One. 2012 Jul 13;7(7):e38530. doi: 10.1371/journal.pone.0038530
**Supplement:** Table S1 — Quantitative Pcr Primer Pairs.

**SUPPLEMENTAL TABLE S1: QUANTITATIVE PCR PRIMER PAIRS**

| <b>Gene Name</b>      | <b>Catalog # (SA Bioscience)</b> | <b>Figure #</b> |
|-----------------------|----------------------------------|-----------------|
| <i>Matr3</i>          | PPM33513A                        | 2D              |
| <i>Chac1</i>          | PPM28288A                        | 2D              |
| <i>Ccrn4L</i>         | PPM30172A                        | 2D              |
| <i>Socs2</i>          | PPM03554A                        | 2D              |
| <i>Tnfrs-13c</i>      | PPM34439E                        | 2D              |
| <i>Rpl12</i>          | PPM35036A                        | 2D              |
| <i>Lyl1</i>           | PPM25208E                        | 3B              |
| <i>Gas5</i>           | PPM36248A                        | 3B              |
| <i>Pim1</i>           | PPM05401A                        | 3B              |
| <i>Pim3</i>           | PPM36664E                        | 3B              |
| <i>Trib3</i>          | PPM06271E                        | 3B              |
| <i>Serpina3g</i>      | PPM36028A                        | 3B              |
| <i>Bim (Bcl2l11)</i>  | PPM03429E                        | 3B              |
| <i>Cdc25a</i>         | PPM03246E                        | 3C              |
| <i>Cyclin B1-IP-1</i> | PPM25318A                        | 3C              |
| <i>Btg3</i>           | PPM24867A                        | 3C              |
| <i>Ccnd2</i>          | PPM02900E                        | 3C              |
| <i>p27/kip1</i>       | PPM02909B                        | 3C              |
| <i>Ccng2</i>          | PPM03261A                        | 3C              |
| <i>Tnfrs-13c</i>      | PPM34439E                        | 4A              |
| <i>Cmtm6</i>          | PPM27385A                        | 4A              |
| <i>Lrp8</i>           | PPM04129A                        | 4A              |
| <i>Gdf3</i>           | PPM04446A                        | 4A              |
| <i>Osm</i>            | PPM05385A                        | 4A              |
| <i>Spred2</i>         | PPM36075A                        | 4B              |
| <i>Spred1</i>         | PPM34660A                        | 4B              |
| <i>Eaf1</i>           | PPM28472A                        | 4B              |
| <i>Socs2</i>          | PPM03554A                        | 4B              |
| <i>Socs3</i>          | PPM05161A                        | 4B              |

# Supplementary material for: Defining an EPOR- Regulated Transcriptome for Primary Progenitors, including Tnfr-sf13c as a Novel Mediator of EPO- Dependent Erythroblast Formation
**Source:** PLoS One. 2012 Jul 13;7(7):e38530. doi: 10.1371/journal.pone.0038530
**Supplement:** Table S2 — Summary Of Epo- Modulated Genes Within K-Means Clusters #1 – #4, Including Candidate Transcription Factor Binding Sites (As Predicted Via Dire).

## SUPPLEMENTAL TABLE S2: SUMMARY OF EPO- MODULATED GENES WITHIN K-MEANS CLUSTERS #1 - #4, INCLUDING CANDIDATE TRANSCRIPTION FACTOR BINDING SITES (as predicted via DiRE).

### CLUSTER 4 EPO RESPONSE GENES

## CLUSTER 3 EPO RESPONSE GENES

## CLUSTER 2 EPO RESPONSE GENES

## CLUSTER 1 EPO RESPONSE GENES

# Supplementary material for: Defining an EPOR- Regulated Transcriptome for Primary Progenitors, including Tnfr-sf13c as a Novel Mediator of EPO- Dependent Erythroblast Formation
**Source:** PLoS One. 2012 Jul 13;7(7):e38530. doi: 10.1371/journal.pone.0038530
**Supplement:** Table S3 — Epo Modulated Transcription Factors.

### SUPPLEMENTAL TABLE S3: EPO/EPOR MODULATED TRANSCRIPTION FACTORS

| gene symbol, gene name [Entrez gene ID]                                               | EPO modulation, fold change | known / novel | description                                                                                                               | reference (PMID #) |
|---------------------------------------------------------------------------------------|-----------------------------|---------------|---------------------------------------------------------------------------------------------------------------------------|--------------------|
| <i>Klf3</i> , Kruppel-like factor 3 (basic)[16599]                                    | 2.4x down                   | N             | Binds to the CACCC box of erythroid cell-expressed genes; may play a role in hematopoiesis                                | 17283065, 10582345 |
| <i>Mllt3</i> , myeloid/lymphoid or mixed-lineage leukemia; translocated to, 3 [70122] | 3.3x down                   | N             | Regulates early human erythroid and megakaryocytic cell fate                                                              | 18371451           |
| <i>Taf4b</i> , TAF4B RNA polymerase II, TBP-associated factor [72504]                 | 2.8x up                     | N             | Cell type-specific subunit of TFIID that may function as a gene-selective coactivator in certain cells                    | 16205117, 11856754 |
| <i>Atf4</i> , activating transcription factor 4 [11911]                               | 2.6x up                     | N             | Transcriptional activator; binds the cAMP response element (CRE), a sequence present in many viral and cellular promoters | 20592469, 17466566 |
| <i>Tsc22d1</i> , TSC22 domain family, member 1 [21807]                                | 2.6x down                   | N             | Transcriptional repressor; acts on the C-type natriuretic peptide (CNP) promoter                                          | 20802130, 17690703 |
| <i>Sertad3</i> , SERTA domain containing 3 [170742]                                   | 2.2x down                   | N             | Strong transcriptional coactivator                                                                                        | 10982866, 17260023 |
| <i>Hbp1</i> , high mobility group box transcription factor 1 [73389]                  | 2.2x down                   | N             | Transcriptional repressor that binds to the promoter region of target genes                                               | 20581871           |
| <i>Fam117a</i> , family with sequence similarity 117, memberA [215512]                | 2.2x down                   | N             | Marker for FecL locus influencing ovulation rate in Lacaune sheep                                                         | 19466934           |
| <i>Jmjd1c</i> , jumonji domain containing 1C [108829]                                 | 2.1x down                   | N             | histone demethylase; transcriptionally regulate mouse testis development                                                  | 20530532           |

# Supplementary material for: Defining an EPOR- Regulated Transcriptome for Primary Progenitors, including Tnfr-sf13c as a Novel Mediator of EPO- Dependent Erythroblast Formation
**Source:** PLoS One. 2012 Jul 13;7(7):e38530. doi: 10.1371/journal.pone.0038530
**Supplement:** Table S5 — Epo/Epor Modulated Cancer Biology.

SUPPLEMENTAL TABLE S5: EPO/EPOR MODULATED CANCER BIOLOGY

| gene symbol, gene name [Entrez gene ID]                             | EPO modulation, fold change | known / novel | description                                                                                                                                                                             | reference (PMID #) |
|---------------------------------------------------------------------|-----------------------------|---------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------|
| <i>Mtdh</i> , metadherin [67154]                                    | 2.0x up                     | N             | Promotes lung metastasis and also has an effect on bone and brain metastasis, possibly by enhancing the seeding of tumor cells to the target organ endothelium. Induces chemoresistance | 19723648           |
| <i>Dnajb4</i> , DnaJ (Hsp40) homolog subfamily B, member 41 [67035] | 2.3x down                   | N             | Activates JNK/JunD pathway; inhibits lung cancer cell invasion and metastasis by modulating E-Cadherin; tumor suppressor                                                                | 18794131; 20145123 |
| <i>Pvt1</i> , plasmacytoma variant translocation 1 [19296]          | 3.2x up                     | N             | An oncogene; a downstream target of the c-Myc gene; involved in translocation in variant Burkitt's lymphomas and murine plasmacytomas upregulated in Hidkin's Lymphoma                  | 17503467; 21037568 |
| <i>Cdr2</i> , cerebellar degeneration-related 2 [12585]             | 2.6x down                   | N             | A tumor antigen; it is cell cycle regulated (peaking in mitosis), it triggers autoimmune response                                                                                       | 20383333; 19581925 |
| <i>Tspan14</i> , tetraspanin 14 [52588]                             | 3.5x up                     | N             | Genetically altered in lung cancer; may promote tumor growth                                                                                                                            | 19473719           |
| <i>Ccdc68</i> , coiled-coil domain containing 68 [381175]           | 2.5x down                   | N             | A tumor suppressor; downregulated in primary colon cancer (may be a selective advantage for colon cancer)                                                                               | 19359472           |

# Supplementary material for: Defining an EPOR- Regulated Transcriptome for Primary Progenitors, including Tnfr-sf13c as a Novel Mediator of EPO- Dependent Erythroblast Formation
**Source:** PLoS One. 2012 Jul 13;7(7):e38530. doi: 10.1371/journal.pone.0038530
**Supplement:** Table S6 — Epo/Epor Modulated Ribosome Biosynthesis.

**SUPPLEMENTAL TABLE S6: EPO/EPOR MODULATED RIBOSOME BIOSYNTHESIS**

| gene symbol, gene name [Entrez gene ID]                           | EPO modulation, fold change | known / novel | description                                                                                | reference (PMID or MGI) |
|-------------------------------------------------------------------|-----------------------------|---------------|--------------------------------------------------------------------------------------------|-------------------------|
| <i>Bxdc2</i> , BRX1 biogenesis of ribosomes homolog [67832]       | 2.1x up                     | N             | 60S subunit, ribosomal biosynthesis                                                        | 12702244                |
| <i>Mak16p</i> , MAK16 homolog [67920]                             | 2.1x up                     | N             | stabilize 27SB precursor rRNA and maturation of 25S and 5.8S rRNA                          | 16710831                |
| <i>Rrs1</i> , RRS1 ribosome biogenesis regulator homolog [59014]  | 3.7x up                     | N             | export of 60S subunits from nucleolus to cytoplasm                                         | 15135061                |
| <i>Bysl</i> , bystin-like [53414]                                 | 2.4x up                     | N             | 40S ribosome biogenesis                                                                    | 17242206                |
| <i>Nmd3</i> , NMD3 homolog [97112]                                | 2.3x up                     | N             | nucleocytoplasmic shuttling protein, export 60S ribosomal subunit                          | 20584915                |
| <i>Dimt1l</i> , DIM1 dimethyladenosine transferase 1-like [66254] | 2.2x up                     | N             | dimethylates adenosines in 18SrRNA                                                         | MGI:1913504             |
| <i>Tsr1</i> , TSR1 20S rRNA accumulation homolog [104662]         | 3.5x up                     | N             | required for maturation of 40S ribosomal subunit                                           | 16159874                |
| <i>Rps24</i> , ribosomal protein S24 [677113]                     | 2.2x up                     | K             | nucleotide binding, structural constituent of ribosome, structural constituent of ribosome | 1840675                 |
| <i>Urb2</i> , URB2 ribosome biogenesis 2 homolog, [382038]        | 2.2x up                     | N             | molecular functions unknown                                                                | MGI:2681124             |
| <i>Rrp1b</i> , ribosomal RNA processing 1 homolog B [72462]       | 2.9x up                     | N             | protein binding, dynamic modulator of transcription and chromatin structure                | 18081427, 20040599      |
| <i>Rpl12</i> , ribosomal protein L12 [269261]                     | 4.9x up                     | N             | bind 28S ribosomal RNA                                                                     | 9013569                 |

# Supplementary material for: Defining an EPOR- Regulated Transcriptome for Primary Progenitors, including Tnfr-sf13c as a Novel Mediator of EPO- Dependent Erythroblast Formation
**Source:** PLoS One. 2012 Jul 13;7(7):e38530. doi: 10.1371/journal.pone.0038530
**Supplement:** Table S7 — Epo/Epor Modulated Rna Processing.

# SUPPLEMENTAL TABLE S7: EPO/EPOR MODULATED RNA PROCESSING

| gene symbol, gene name [Entrez gene ID]                       | EPO modulation, fold change | known / novel | description                                                                                                                                    | reference (PMID or MGI) |
|---------------------------------------------------------------|-----------------------------|---------------|------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------|
| <i>Clk1</i> , CDC-like kinase 1 [12747]                       | 2x down                     | N             | nucleotide binding, protein serine/threonine kinase, tyrosine kinase activity, ATP binding, transferase activity                               | 1825055, 9307018        |
| <i>Polr1b</i> , polymerase (RNA) I polypeptide B [20017]      | 2.5x up                     | N             | DNA binding, DNA-directed RNA polymerase activity, protein binding, zinc ion binding, nucleotidyltransferase activity, ribonucleoside binding. | 9236775, 18023416       |
| <i>Heatr1</i> , HEAT repeat containing 1 [217995]             | 2.2x up                     | N             | binding                                                                                                                                        | MGI:2442524             |
| <i>Nip7</i> , nuclear import 7 homolog [66164]                | 2.3x up                     | N             | RNA binding, protein binding, ribosome biogenesis, accurate pre-rRNA processing                                                                | 16128814, 9891085       |
| <i>Trmt61A</i> , tRNA methyltransferase 61 homolog A [328162] | 2.8x up                     | N             | protein binding, tRNA (adenine-N1-)-methyltransferase activity                                                                                 | 16043508                |
| <i>Yrdc</i> , yrdC domain containing, [230734]                | 2.8x up                     | N             | protein binding, needed for the maturation of 16S rRNA                                                                                         | 2675563, 15716138       |
| <i>Exosc1</i> , exosome component 1[66583]                    | 2.3x up                     | N             | RNA binding, nuclease activity, exonuclease activity, protein binding, hydrolase activity                                                      | 11812149, 17174896      |

# Supplementary material for: Defining an EPOR- Regulated Transcriptome for Primary Progenitors, including Tnfr-sf13c as a Novel Mediator of EPO- Dependent Erythroblast Formation
**Source:** PLoS One. 2012 Jul 13;7(7):e38530. doi: 10.1371/journal.pone.0038530
**Supplement:** Table S8 — Epo/Epor Modulated Other.

## SUPPLEMENTAL TABLE S8: EPO/EPOR MODULATED OTHER

| gene symbol, gene name [Entrez gene ID]                                                                                                                         | EPO modulation, fold change | known / novel | description                                                                                                                                                                  | reference (PMID or MGI) |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------|---------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------|
| <i>Rnf141</i> , ring finger protein 141 [67150]                                                                                                                 | 2.2x down                   | N             | plays an important role in mouse spermatogenesis, including spermatogenic cell proliferation and sperm mutation, as well as motility and fertilization                       | 18823591                |
| <i>493042210Rik</i> , RIKEN cDNA 4930422107 gene [71640]                                                                                                        | 2.4x down                   | N             | zinc finger protein 949                                                                                                                                                      | MGI:1918890             |
| <i>1190002F15Rik</i> , RIKEN cDNA 1190002F15 gene [381822]                                                                                                      | 2.1x down                   | N             | unknown                                                                                                                                                                      | MGI:1915081             |
| <i>545228</i> , Gm5817 predicted gene 5817 [545228]                                                                                                             | 2.2x down                   | N             | unknown                                                                                                                                                                      | MGI:3779527             |
| <i>AA408296</i> , expressed sequence AA408296 [215193]                                                                                                          | 2.0x up                     | N             | digestive organ expansion factor homolog (zebrafish)                                                                                                                         | MGI:2138080             |
| <i>Pcglf3</i> , polycomb group ring finger 3 [69587]                                                                                                            | 2.1x up                     | N             | unknown                                                                                                                                                                      | MGI:1916837             |
| <i>LOC636713</i> or <i>Srfbp1</i> , similar to SRF-dependent transcription regulation associated protein serum response factor binding protein 1 [636713/67222] | 2.1x up                     | N             | May be involved in regulating transcriptional activation of cardiac genes during aging process; may play a role in biosynthesis and/or processing of SLC2A4 in adipose cells | MGI:1914472             |
| <i>1700097N02Rik</i> , RIKEN cDNA 1700097N02 gene [67522]                                                                                                       | 2.1x up                     | N             | unknown                                                                                                                                                                      | MGI:1914772             |
| <i>2310043N10Rik</i> or <i>Neat1</i> , nuclear paraspeckle assembly transcript 1 [66961]                                                                        | 2.1x down                   | N             | Plays a role in paraspeckle formation                                                                                                                                        | 20211624; 19217333      |
| <i>6230427J02Rik</i> or <i>Inka1</i> , RIKEN cDNA 6230427J02 gene [68176]                                                                                       | 2.1x up                     | N             | Known as Inka1; gene regulated in the neural crest required for craniofacial morphogenesis in fish and frog                                                                  | 20175189                |
| <i>D16Erd472e</i> , DNA segment, Chr 16, ERATO Doi 472 [67102]                                                                                                  | 2.6x up                     | N             | unknown                                                                                                                                                                      | MGI:1196400             |
| <i>Snhg7</i> , small nucleolar RNA host gene (non-protein coding) 7 [72091]                                                                                     | 2.6x up                     | N             | unknown                                                                                                                                                                      | MGI:1919341             |
| <i>2810474O19Rik</i> , RIKEN cDNA 2810474O19 gene [67246]                                                                                                       | 2.6x up                     | N             | unknown                                                                                                                                                                      | MGI:1914496             |
| <i>Tmem185b</i> , transmembrane protein 185B [226351]                                                                                                           | 2.6x up                     | N             | Transmembrane protein involved with G-protein-coupled receptors                                                                                                              | 15525354                |
| <i>Bend3</i> , BEN domain containing 3 [331623]                                                                                                                 | 2.5x up                     | N             | unknown                                                                                                                                                                      | MGI:2677212             |
| <i>Kbtbd8</i> , kelch repeat and BTB (POZ) domain containing 3 [243574]                                                                                         | 2.5x up                     | N             | unknown                                                                                                                                                                      | MGI:2661430             |
| <i>Gtlf3a</i> , Gm16516 predicted gene, Gm16516 [24082]                                                                                                         | 3.9x up                     | K             | Expressed during formation of early hematopoietic cells                                                                                                                      | 10402672                |
| <i>Ifi35</i> , interferon-induced protein 35 [70110]                                                                                                            | 2.3x up                     | N             | interferon-induced leucine zipper protein that undergoes interferon-regulated cellular redistribution                                                                        | 8288566                 |
| <i>2410016O06Rik</i> , RIKEN cDNA 2410016O06 gene [71952]                                                                                                       | 3.2x up                     | N             | Histone demethylase involved in chromatin remodeling                                                                                                                         | 14742713                |
| <i>2700023E23Rik</i> , RIKEN cDNA 2700023E23 gene [70036]                                                                                                       | 2.9x up                     | N             | unknown                                                                                                                                                                      | MGI:1917286             |
| <i>Fhl1</i> , four and a half LIM domains 1 [14199]                                                                                                             | 2.2x up                     | N             | May have an involvement in muscle development or hypertrophy                                                                                                                 | 21310615                |
| <i>Gdap10</i> , Gdap10 ganglioside-induced differentiation-associated-protein 10 [14546]                                                                        | 2.2x up                     | N             | May be involved in the signal transduction pathway that is triggered through the expresion of a single sialyltransferase gene                                                | 10217254                |
| <i>Ccdc137</i> , coiled-coil domain containing 137 [Ccdc137]                                                                                                    | 2.2x up                     | N             | unknown                                                                                                                                                                      | MGI:1914541             |
| <i>2810474O19Rik</i> , RIKEN cDNA 2810474O19 gene [67246]                                                                                                       | 3.1x up                     | N             | unknown                                                                                                                                                                      | MGI:1914496             |
| <i>Wdr43</i> , WD repeat domain 43 [72515]                                                                                                                      | 2.4x up                     | N             | unknown                                                                                                                                                                      | MGI:1919765             |
| <i>Nol9</i> , nucleolar protein 9 [74035]                                                                                                                       | 2.4x up                     | N             | unknown                                                                                                                                                                      | MGI:1921285             |
| <i>Ssca1</i> , Sjogren's syndrome/scleroderma autoantigen 1 homolog [56390]                                                                                     | 2.5x up                     | N             | Might play a role in mitosis. Antigenic molecule. Could be a centromere-associated protein. May induce anti-centromere antibodies.                                           | 9486406                 |
| <i>Fam46c</i> , family with sequence similarity 46, member C [74645]                                                                                            | 2.5x up                     | N             | unknown                                                                                                                                                                      | MGI:1921895             |
| <i>Cnbp</i> , cellular nucleic acid binding protein [7555]                                                                                                      | 2.8x up                     | N             | May be involved in controlling cell death and proliferation rates                                                                                                            | 20960530                |
| <i>YdjC</i> , YdjC homolog [69101]                                                                                                                              | 3.5x up                     | N             | Contains a structural relationship with peptidoglycan N-acetylglucosamine deacetylase                                                                                        | 18177738                |
| <i>Sri</i> , sorcin [109552]                                                                                                                                    | 2.9x down                   | N             | Calcium-binding protein that modulates excitation-contraction coupling in the heart.                                                                                         | 17699613                |
| <i>9530029O12Rik</i> , RIKEN cDNA 9530029O12 gene [399629]                                                                                                      | 2.3x up                     | N             | unknown                                                                                                                                                                      | MGI:3026981             |
| <i>Cdv3</i> , carnitine deficiency-associated gene expressed in ventricle 3 [321022]                                                                            | 2.3x up                     | N             | May be involved in the development of cardiac hypertrophy caused by carnitine deficiency                                                                                     | 12359334                |
| <i>Nrp</i> , neuropilin 1 [654309]                                                                                                                              | 2.2x up                     | K             | May negatively regulates erythroid stem cell proliferation; an antagonist to IL-3 stimulation                                                                                | 2205877                 |
| <i>Ssbp3</i> , single-stranded DNA binding protein 3 [23648]                                                                                                    | 2.1x down                   | N             | unknown                                                                                                                                                                      | MGI:1919725             |

How the deposited data were processed for this re-analysis (not part of the article)

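Expression was measured on Affymetrix mouse arrays in erythroid progenitors held for 5.5 h without cytokines and then kept for 90 min with EPO at 4 U/mL or with none. Stage E1 has 4 EPO-challenged and 4 unchallenged arrays and stage E2 has 3 of each, 14 in all. The authors scanned and first processed the arrays with GCOS and made GC-RMA values in GeneSpring GX 11, and the deposited values are on a log2 scale with 1 constant per probe set subtracted. That constant is a median over 20 arrays, these 14 and 6 that were not used here: in 35163 of 45101 probe sets (78%) values of the same size above and below 0, to within 2e-06, stand at the median. The base of 2 is inferred from the folds the study prints. Levels cannot be read from such values, so the filter on low levels that the design named, its alternatives and the levels of marker genes could not be derived.

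For each stage, EPO-challenged arrays were compared with unchallenged ones in limma 3.58.1 (R 4.3.3, data.table 1.17.8), with a two-sided moderated t-test on 45037 probe sets and Benjamini-Hochberg adjustment, and an adjusted p under 0.05 was taken as passed. 64 control probe sets were left out. A joint fit of the 14 arrays gave the stage by EPO interaction and the comparison of the stages without EPO. Fold counts used a fold of at least 2. Gene names came from the platform annotation, with 34741 probe sets matched to a current Entrez gene. A gene with several probe sets was represented by the one with the largest SD over the 14 arrays. The design had named the highest mean, which centred values do not give, and the replacement was chosen before any test. The SD includes the change with EPO, so the choice is not independent of it. Gene lists (34 written for this work, 14 taken from the study) were tested with camera at a preset inter-gene correlation of 0.01, the study's lists by counts alone. Probe sets that passed in stage E1 were grouped by k-means into 4 clusters with 50 random starts and the seed 42. Other splits of the arrays were fitted with the same models.

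Named genes follow a rule set with the design. It takes every gene the study names as modulated by EPO in its text, Figs. 2C, 3B, 3C, 4A and 4B, Table 1, Tables S3, S5, S6 and S7 or its Discussion, and its purity markers. It adds the 10 largest rises and the 10 largest falls past the test in each comparison, for all but the interaction among those with no overlap between the groups' arrays, and up to 4 members per gene list with the smallest p in the list's direction. Values in the study's tables had been seen when the rule was written.

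Arrays in stage E1 with the same replicate number deviated from their group means together (correlations 0.195, 0.187, 0.173 and 0.152), although unchallenged replicate 4 correlated best with EPO replicate 3 (0.203). All 4 lie over 0.1, so the numbers were taken to pair the arrays. The pairing comes from these deviations and from the labels' numbers, since neither the paper nor the record states a shared batch. Alternatives were quantile normalization, each array centred on its median, the one-tailed t-test of the methods with and without adjustment, the replicate number as a block, a fit on all 14 arrays, limma's trend and robust options, array weights, the mean of a gene's probe sets, a fold of 1.5, camera with an estimated correlation, fry, 3 or 5 clusters, other sets of probe sets for the clustering, and each array left out in turn. Genes as the unit by largest SD and the 22518 probe sets with the largest SD were added after seeing the data.

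Precision follows from the spread between arrays and their number. The median SD between replicates was 0.0934 (unchallenged) and 0.0729 (EPO) in stage E1 and 0.0317 and 0.0343 in stage E2. The calculations were tested on simulated data with 100 of 45037 probe sets changed per size. In the comparison of stage E1, 65% of changes of 1 log2 unit and 89% of changes of 2 were recovered, and 58% and 63% with the replicate number as a block. For stage E2 the shares were 76% and 92%, for the interaction 68% and 88% and for the stage comparison 81% and 91%. The simulated lists gave 5 of 5 shifted lists called and 0 of 15 unshifted ones, and the simulated k-means patterns were recovered at 100%. Other splits of the real E1 arrays gave up to 11 lists at the preset correlation. The simulated lists therefore do not bound false list calls on these arrays. Of the calls on simulated data, 4.94% were of unchanged probe sets in stage E1 (6.92% with the block), 9.19% in E2, 13.8% in the interaction and 10.9% in the stage comparison. Serpina3g, Rack1 and Btg3 have no value, since no probe set names them alone.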

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

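The tests of a weaker scale in stage E2, of an E2 level as high for all genes, of mature granulocytes and on the 22518 probe sets with the largest SD were chosen only after the results were seen. Stage E2 arrays, whose response the paper's text does not report, showed a wide response to EPO. By limma at an adjusted p under 0.05, 1146 probe sets rose and 935 fell (3517 and 3899 at an unadjusted p under 0.05). Of them, 338 (229 genes) rose and 150 (88 genes) fell at least 2-fold. The largest rises in log2 units, with limma's adjusted p, were Socs3 5.61 (0.000878), Osm 5.39 (0.000281), Nab2 4.63 (0.00056), Egr1 4.08 (0.000562), Cish 4.02 (0.000281), Socs2 3.97 (0.00244), Podxl 3.93 (0.00347), Myc 3.35 (0.000368), Ccnd2 3.30 (0.00286) and Tnfrsf13c 3.22 (0.00119). The largest falls were Klhl24 -2.69 (0.0215), Bcl2l11 -2.36 (0.0248), N4bp2l1 -2.04 (0.00279), Ssh1 -1.93 (0.00552), Slc38a9 -1.91 (0.00361), Erbin -1.84 (0.0229), Pml -1.76 (0.00516), Txnip -1.72 (0.0378), Btrc -1.70 (0.00501) and Dnajc28 -1.64 (0.00532). These 20 genes were chosen among those whose 3 EPO arrays all lay beyond the 3 unchallenged ones. Without 1 array, 624, 504 and 645 probe sets rose (unchallenged replicates 1, 2 and 3) or 628 and 745 (EPO replicates 1 and 3), and 546, 330 and 530 (unchallenged) or 420, 455 and 507 (EPO replicates 1, 2 and 3) fell. At least 2-fold, 237, 224 and 256 then rose (unchallenged replicates 1, 2 and 3) or 236, 284 and 264 (EPO replicates 1, 2 and 3), and 98, 64 and 136 or 71, 80 and 92 fell. The replicate block gave 119 and 27 at that fold, and genes by the mean of their probe sets gave 137 and 37. Limma's call was lost for Klhl24 without unchallenged E2 replicate 1, 2 or 3 or EPO E2 replicate 1 or 2 (adjusted p 0.0512 to 0.085), Bcl2l11 without unchallenged E2 replicate 1 or 2 or EPO E2 replicate 1, 2 or 3 (adjusted p 0.052 to 0.101), Erbin without unchallenged E2 replicate 1, 2 or 3 or EPO E2 replicate 1 (adjusted p 0.0744 to 0.0947) and Txnip without unchallenged E2 replicate 1, 2 or 3 or EPO E2 replicate 1 or 2 (adjusted p 0.0719 to 0.136). It also ended with the fit on all 14 arrays for Txnip (adjusted p = 0.171), Btrc (adjusted p = 0.129) and Dnajc28 (adjusted p = 0.086). The replicate number as a block, which does not pair the E2 arrays, ended it for Socs2 0.0501, Ccnd2 0.0551, Klhl24 0.132, Bcl2l11 0.146, N4bp2l1 0.057, Ssh1 0.0551, Erbin 0.114, Pml 0.0536, Txnip 0.12, Btrc 0.0598 and Dnajc28 0.0502 (adjusted p of limma). The 10 splits of these 6 arrays are too few for a share under 5%. The real split, 1 of the 10, gave 2081 probe sets and 488 at least 2-fold, and the highest of the others gave 0 and 0.

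Gene lists moved with EPO in stage E2 as well, 12 of the 34 by camera of limma at the preset correlation and none with an estimated one. Each list's mean went its list's way in 3 of 3 EPO arrays, and the upper end of each range below is the adjusted p with an estimated correlation. Higher were STAT5 target genes (10 up, 2 down of 17, median 0.95, adjusted p = 2.7e-08, 6.81e-10 to 0.0705 over the alternatives), ATF4 amino acid response genes (11 up, 0 down of 35, median 0.26, adjusted p = 7.64e-12, 6.34e-13 to 0.0746 over the alternatives), ribosome biogenesis factors (27 up, 1 down of 66, median 0.53, adjusted p = 4.2e-22, 4.84e-24 to 0.0532 over the alternatives), immediate early genes (11 up, 0 down of 26, median 0.20, adjusted p = 1.08e-07, 2.2e-08 to 0.0532 over the alternatives), the Socs family (4 up, 0 down of 8, median 0.53, adjusted p = 1.82e-05, 4.77e-07 to 0.0705 over the alternatives), mitochondrial import (7 up, 1 down of 26, median 0.22, adjusted p = 9.3e-05, 7.66e-05 to 0.0954 over the alternatives), nucleotide and polyamine synthesis (1 up, 0 down of 17, median 0.13, adjusted p = 0.00118, 0.000979 to 0.152 over the alternatives), cholesterol synthesis (2 up, 0 down of 15, median 0.18, adjusted p = 0.00158, 0.000171 to 0.0954 over the alternatives), Spred, Sprouty and Dusp genes (3 up, 0 down of 11, median 0.0018, adjusted p = 0.0108, 0.00268 to 0.36 over the alternatives) and the EPO receptor pathway (5 up, 0 down of 16, median 0.078, adjusted p = 0.0169, 0.000411 to 0.318 over the alternatives). Lower were FOXO target genes (1 up, 10 down of 28, median -0.25, adjusted p = 0.00655, 0.000411 to 0.106 over the alternatives) and G2/M cell cycle genes (0 up, 3 down of 22, median -0.22, adjusted p = 0.00012, 2.52e-05 to 0.132 over the alternatives). The Spred, Sprouty and Dusp median is near 0 while the mean is 0.52. Without EPO E2 replicate 1, the call for the EPO receptor pathway ended (adjusted p = 0.0816). Of the 10 splits, too few for a share under 5%, the real one gave 12 lists and the highest of the others 4.

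Between the stages, the change with EPO differed in 187 probe sets in limma's interaction test (1459 more positive and 1777 more negative in stage E2 at an unadjusted p under 0.05): 81 were more positive in E2 and 106 more negative. The largest positive difference of any called probe set was 25.2-fold and lies outside the ranking that follows, which is of genes in their representative probe sets. Among these, the largest differences (E2 minus E1, log2, limma's adjusted p in parentheses) were Socs3 2.91 (0.000675), Trim15 2.26 (0.000383), Klf3 2.06 (0.0267), Sesn3 1.88 (0.00175), Dusp16 1.71 (0.000383), Klf10 1.70 (0.048), Atf3 1.70 (0.0073), Wsb2 1.69 (0.0204), Phlda1 1.47 (0.0477) and Maff 1.39 (0.00256), and Trib3 -3.30 (0.00111), Hhex -3.07 (0.0191), Nupr1 -3.06 (0.00298), Pvt1 -3.01 (0.0191), Irs2 -2.68 (0.0234), Chac1 -2.66 (0.0119), Trgv4 -2.55 (0.0267), Ydjc -2.54 (0.000901), Crebbp -2.43 (0.0465) and Hk2 -2.34 (0.000726). Other genes the study names were Lyl1 -0.74 (0.0294), Pim1 -2.28 (0.0181), Ccnb1ip1 -1.55 (0.0126), Gab2 -1.38 (0.00605), Taf4b -1.71 (0.0229), Cish -1.33 (0.0152), Fam117a 0.70 (0.0283) and Ccdc68 1.19 (0.018). For Trib3, Nupr1, Chac1, Pim1 and Lyl1, the mean in E2 without EPO was already at or above that in E1 with EPO. For them a smaller change in E2 need not be a weaker response to EPO. With the replicate number as a block within each stage, a numbering that does not pair the E2 arrays, 44 probe sets passed and limma's call ended for 21 of these 28 genes (adjusted p Klf3 0.165, Klf10 0.156, Atf3 0.079, Wsb2 0.113, Phlda1 0.194, Maff 0.0576, Trib3 0.0762, Hhex 0.12, Irs2 0.192, Chac1 0.0874, Trgv4 0.184, Crebbp 0.151, Hk2 0.0645, Lyl1 0.0847, Pim1 0.175, Ccnb1ip1 0.0778, Gab2 0.111, Taf4b 0.0847, Cish 0.0762, Fam117a 0.133 and Ccdc68 0.0823). After quantile normalization 1718 passed, the sign turned for Trgv4 0.10 (0.942), Lyl1 0.0055 (0.996), Cish 3.05 (0.000339) and Fam117a -0.076 (0.88), and the call ended for Klf3 1.72 (0.051), Irs2 -0.53 (0.599), Pim1 -0.67 (0.253), Gab2 -0.72 (0.101), Taf4b -0.24 (0.873) and Ccdc68 0.60 (0.214). It also ended for Klf10 0.052, Phlda1 0.0581 and Crebbp 0.0541 with each array centred on its median, for Klf10 0.0564, Crebbp 0.0509, Lyl1 0.0865, Fam117a 0.104 and Ccdc68 0.0564 with trend and robust options, and for Lyl1 0.0534 and Fam117a 0.0613 on the 22518 probe sets with the largest SD (adjusted p of limma). For each of these 28 genes, the change of an EPO array from the unchallenged mean of its stage parted the stages. All 3 changes in E2 lay above all 4 in E1 where the stated difference is positive, and below them where it is negative. Without 1 array, the count was 331 (E1 EPO replicate 1), 117 and 112 (E2 unchallenged replicates 1 and 2) or 113 and 121 (E2 EPO replicates 1 and 3). More were positive than negative after quantile normalization (949 and 769) and without E2 EPO replicate 1 (62 and 51), 2 (101 and 75) or 3 (63 and 58). The negative stayed ahead without E1 EPO replicate 1 (114 and 217) or 4 (54 and 75), E1 unchallenged replicate 4 (97 and 153) or E2 unchallenged replicate 1 (39 and 78) or 2 (42 and 70), and with the block (20 and 24). Limma's call ended without the following replicates: for Klf3 E1 unchallenged 1 and 2, E1 EPO 3 and 4, E2 unchallenged 1, 2 and 3, E2 EPO 1, 2 and 3 (adjusted p 0.0509 to 0.0782), for Klf10 E1 unchallenged 1, 2, 3 and 4, E1 EPO 1, 3 and 4, E2 unchallenged 1, 2 and 3, E2 EPO 1, 2 and 3 (adjusted p 0.0594 to 0.134), for Wsb2 E2 unchallenged 1 and 2 (adjusted p 0.0579 to 0.0583), for Phlda1 E1 unchallenged 2 and 4, E1 EPO 1, 3 and 4, E2 unchallenged 1, 2 and 3, E2 EPO 1, 2 and 3 (adjusted p 0.0606 to 0.132), for Hhex E2 unchallenged 1 and 2, E2 EPO 1 (adjusted p 0.0529 to 0.0538), for Pvt1 E2 unchallenged 1 and 2, E2 EPO 1 and 3 (adjusted p 0.0529 to 0.0548), for Irs2 E1 EPO 4, E2 unchallenged 1 and 2, E2 EPO 1, 2 and 3 (adjusted p 0.0529 to 0.0708), for Trgv4 E1 unchallenged 1, 2 and 3, E2 unchallenged 1, 2 and 3, E2 EPO 1 and 3 (adjusted p 0.0528 to 0.0758), for Crebbp E1 unchallenged 1, 2 and 3, E1 EPO 2, 3 and 4, E2 unchallenged 1, 2 and 3, E2 EPO 1, 2 and 3 (adjusted p 0.0571 to 0.125), for Lyl1 E1 unchallenged 2, E1 EPO 4, E2 unchallenged 2 and 3, E2 EPO 1, 2 and 3 (adjusted p 0.0574 to 0.0847), for Pim1 E2 unchallenged 1, E2 EPO 1 (adjusted p 0.0529 to 0.053), for Taf4b E1 EPO 4, E2 unchallenged 1, E2 EPO 1 and 3 (adjusted p 0.0517 to 0.0657), for Fam117a E1 unchallenged 1, 2 and 3, E1 EPO 4, E2 unchallenged 1, E2 EPO 1, 2 and 3 (adjusted p 0.05 to 0.0792) and for Ccdc68 E2 unchallenged 2, E2 EPO 3 (adjusted p 0.0511 to 0.0538). Of 100 regroupings of the arrays within each stage, the real one included, 5 gave a count as large, with 187 probe sets in the real one and 263 in the highest other. The 4 others are among 7 that keep the real groups of stage E2 and mix those of E1, which makes the stages differ by construction, so the count of 5 does not decide whether chance can be excluded for the total. The 2 that keep the groups of E1 alone gave at most 55, and the 90 that keep the groups of neither stage at most 8.

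Among these, 56 probe sets (45 genes) that EPO raised in stage E1 had a smaller response in stage E2. A weaker scale of change on all E2 arrays is argued against as the whole cause, since 85 probe sets had a larger response in E2 past the interaction test (50 upward and 35 downward). Levels without EPO in E2 that already lie as high as in E1 with EPO are argued against as the cause for all 56, since the level in E2 differed by a median of -1.51 log2 units (95% interval -2.02 to -0.86), and lower past limma's test in 43. They cannot be told apart from other explanations for the 11 (19.6%, exact 95% interval 10.2 to 32.4) whose mean reaches it, a share whose interval spans the 20% set as the bound. These 11 are probe sets of Trib3, Nupr1, Chac1, Pim1, Lyl1, Atf4, Grtp1, Inka1 and Ddhd1. A biological difference between the stages in how they respond to EPO stays open and was not tested.

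Without EPO, the stages differed in 9427 probe sets by limma, 4555 higher and 4872 lower in E2, with the highest and lowest below chosen among those with no overlap between the 4 E1 and 3 E2 arrays. Highest in E2 were Trib3 7.03 (6.99e-09), Apol11b 6.84 (3.41e-07), Slc4a1 6.61 (2.02e-07), Tmcc2 5.76 (1.57e-05), Rsad2 5.57 (5.13e-07), Xpo7 5.56 (2.08e-08), Tent5c 5.55 (2.51e-07), Gpcpd1 5.01 (1.07e-06), Otub2 4.97 (1.73e-06) and Tinagl1 4.94 (4.28e-08), and lowest S100a8 -9.49 (4.09e-12), Mpo -9.47 (4.01e-11), S100a9 -8.81 (2.72e-10), Chil3 -8.07 (6.47e-09), Ctsg -8.02 (1.58e-08), Prtn3 -7.28 (1.18e-11), Plac8 -7.17 (6.99e-09), Elane -7.01 (1.75e-09), Pawr -6.59 (1.04e-07) and Anxa1 -6.41 (5.32e-08) (log2, limma's adjusted p in parentheses). Among 35 splits of these 7 arrays, 1, the real one, gave as many, and the highest other gave 2607. A share of 1 in 35 lies under 5% but is the smallest these splits can give. The other splits mix the stages within a group, which widens its spread and can lower their counts. Chance is thus argued against and not excluded. Erythroid lists were higher in E2: haem synthesis in 10 of 13 genes, with 2 lower (median log2 difference 1.80), and globins and red cell proteins in 14 of 21, with 1 lower (1.39). Of 66 ribosome biogenesis factors 50 were lower and 1 higher (-1.23), and of 12 granulocyte markers 8 were lower and none higher (-5.22). The difference was not confined to these lists. Megakaryocyte markers were higher in 6 of 9 genes, with none lower (1.70). G2/M cell cycle genes were higher in 16 of 22, with 1 lower (0.78), and ATF4 amino acid response genes in 21 of 35, with 3 lower (1.10). Of 12 monocyte and macrophage markers 4 were lower and none higher (-0.16), and of 9 mast cell and basophil markers 4 were lower and none higher (-0.18).

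The granulocyte genes that were higher in E1 include Mpo, Elane, Prtn3 and Ctsg of the primary granules, which differed by a median of -7.65 (-9.47 to -7.01). Mature granulocytes among the E1 cells cannot be told apart from other explanations for these genes, since their transcripts went apart. S100a8 and S100a9 differed by -9.49 and -8.81 and Ngp by -3.43, while the later granule genes Ltf, Lcn2, Camp, Ngp, Mmp8 and Mmp9 differed by a median of -0.43 (-3.43 to -0.038). The levels of these genes cannot be read from centred values. The paper isolates Kit-positive, CD71-high, Ter119-negative cells in several steps and reports a high purity, a procedure that would remove mature granulocytes. Earlier cells of the granulocyte lineage among the E1 cells, and transcription of these genes in the progenitors themselves, stay open and were not tested. Any batch that follows the stage cannot be told apart from it.

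Single arrays stood far from the others of their group in 9 of 178 groups, by Dixon's test at its 95% critical value, where chance gives about 8.9. The groups were the unchallenged and the EPO arrays of stage E1 for 87 genes the study names, and the medians and SDs of those arrays. As the array minus the mean of the others in log2 units, the unchallenged ones were Ccnd2 -0.47 (replicate 1), Eaf1 0.84 (replicate 4), Gab2 -0.49 (replicate 1), Heatr1 -0.75 (replicate 1) and Klf3 -0.27 (replicate 3), and the EPO ones Matr3 -0.91 (replicate 1), Mob1b 0.27 (replicate 4), Noct 0.52 (replicate 2) and Rrp1b -1.11 (replicate 1).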

How the results depend on the processing

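Counts moved more than directions did. For stage E1 (362 probe sets up, 162 down; 246 and 77 at least 2-fold), the unadjusted t-test of the methods gave 2824 and 2370 (694 and 264), where the missing adjustment is the cause. The fit on all 14 arrays gave 1063 and 632 (528 and 180) and array weights 1128 and 762 (531 and 181). The replicate block gave 44 and 17 (32 and 5). It has fewer residual degrees of freedom, and whether these account for the fall was not tested. In simulated data it recovered 58% and 63% of changes of 1 and 2 log2 units, against 65% and 89% without it. The mean of probe sets gave 153 and 27 at least 2-fold, and a fold of 1.5 gave 132 down. Chosen after seeing the data, genes by largest SD gave 83 down (42), and the 22518 probe sets with the largest SD gave 599 up (415 and 126), with fewer features tested. For stage E2 (1146 up, 935 down), these were 4100 and 5639 for the unadjusted t-test, 611 and 388 for the fit on all 14 arrays, 650 and 541 for genes by largest SD and 1877 and 1697 for the 22518 probe sets with the largest SD. The interaction (187) gave 1718 after quantile normalization, which forces the wider spread of the E1 arrays (SD 0.64 to 0.74) and the narrower one of E2 (0.26 to 0.30) into 1 distribution, 118 with trend and robust options, 869 with array weights and 44 with the block within stage. The share of positive interactions went from 43.3% to 55.2% after quantile normalization and to 54.9%, 57.4% and 52.1% without E2 EPO replicates 1, 2 and 3. Of the E2 lists (12), 0 passed with an estimated correlation and 19 in fry. With 3 k-means clusters the one with the largest E1 rises held 103 probe sets (29 with 4). Apart from construction as stated, the cause was not tested.

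Without single arrays the E1 counts ranged over 150 to 365 up, 55 to 156 down, 116 to 248 up and 36 to 75 down at least 2-fold, E2 over 504 to 843 up and 330 to 546 down (224 to 284 and 64 to 136 at least 2-fold), the interaction over 112 to 331, the stages over 7115 to 9937, lists over 11 to 16 (E1) and 11 to 12 (E2) and the k-means cluster over 19 to 27. The opposite sign came for Pvt1 in E2 with the mean of its probe sets (0.37 against -0.023) and in the interaction after quantile normalization for Cish (3.05), Fam117a (-0.076), Lyl1 (0.0055) and Trgv4 (0.10). The cause was not tested for Pvt1. Of 131 named genes, 74 were called in E1, 12 of them in every setting, and over 2486 values 2170 kept their side, 215 lost and 101 gained a call and 0 reversed. In E2, 83 were called, 24 in every setting, and of 2224 values 224 lost and 51 gained a call. In the interaction 28 were called, 6 in every setting, and of 560 values 129 lost the call. All 20 named genes of the stage comparison kept it in 380 values. The E1 block ended 57 calls of named genes in their representative probe sets, given beside each gene the text reports, and all 12 E1 lists held under it. Numbers did not pair the E2 arrays (correlations -0.061, -0.057 and -0.016, none best with its own number), and a block on them gave 264 up and 153 down. The level filter and its alternatives could not be run on centred values, and signal over background cannot be read from them.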

Differences from the paper's values

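Tests on the 22518 probe sets with the largest SD and on genes by largest SD, and the look at other probe sets of a gene, were chosen only after the results were seen. The paper's folds for stage E1 were taken from its Results, Table 1, Figs. 3B, 3C, 4A and 4B and Tables S3, S5, S6, S7 and S8. Of the array and RT-PCR folds the figures print side by side, the array fold was taken. Table 1 prints 1 fold per gene under a heading that names both. Table S4 and 1 gene of Table S8 were not used here. Of these 99 folds, 27 were counted as differing from the value here and 72 were not. The cut behind this count is not given here, so differ below means only that a fold was counted. No single ratio parts them: 1700097N02Rik (2.1-fold in the paper, 3.57-fold here) is not counted and Irs2 (7.4-fold and 11.3-fold) is. Folds not counted can still lie apart, as for Plek2 (3.9-fold in the paper, 5.67-fold here). The value here is the larger in 81, and the median ratio is 1.23. The choice of probe set by SD, which includes the change with EPO, can add to this. How far it does was not tested, and for Heatr1 another probe set has the larger fold (3.88 against 1.43). Over the 97 folds with the same direction, the paper's log2 folds have a slope of 0.786 on those here (r = 0.844, rho = 0.671). In the text, tables and figures, Irs2 is 7.4-fold in the paper (Table 1) and 11.3-fold up here, Tnfrsf13c is 7.0-fold in the paper (the Results) and 12.3-fold up here, Trib3 is about 10-fold in the paper (Fig. 3B, read by eye) and 18.9-fold up here, Osm is about 15-fold in the paper (Fig. 4A, read by eye) and 34.9-fold up here, Spred1 is about 3.6-fold in the paper (Fig. 4B, read by eye) and 6.09-fold up here, Eaf1 is about 2.1-fold in the paper (Fig. 4B, read by eye) and 4.44-fold up here, Socs2 is about 7.1-fold in the paper (Fig. 4B, read by eye) and 14.3-fold up here, Klf3 is 2.4-fold in the paper (Table S3) and 3.94-fold down here, Mllt3 is 3.3-fold in the paper (Table S3) and 1.16-fold down here, Taf4b is 2.8-fold in the paper (Table S3) and 6.33-fold up here, Mtdh is 2.0-fold in the paper (Table S5) and 1.22-fold up here, Pvt1 is 3.2-fold in the paper (Table S5) and 7.94-fold up here, Bysl is 2.4-fold in the paper (Table S6) and 3.75-fold up here, Rpl12 is 4.9-fold in the paper (Table S6) and 8.12-fold up here, Polr1b is 2.5-fold in the paper (Table S7) and 3.86-fold up here, Heatr1 is 2.2-fold in the paper (Table S7) and 1.43-fold up here, Trmt61a is 2.8-fold in the paper (Table S7) and 5.65-fold up here, Srfbp1 is 2.1-fold in the paper (Table S8) and 4.84-fold up here, Resf1 is 2.6-fold in the paper (Table S8) and 3.97-fold up here, Kbtbd8 is 2.5-fold in the paper (Table S8) and 4.81-fold up here, Ccdc137 is 2.2-fold in the paper (Table S8) and 4.21-fold up here, Tent5c is 2.5-fold in the paper (Table S8) and 3.96-fold up here, Cnbp is 2.8-fold in the paper (Table S8) and 1.31-fold up here, Ydjc is 3.5-fold in the paper (Table S8) and 6.14-fold up here and Cdv3 is 2.3-fold in the paper (Table S8) and 3.55-fold up here. The Tnfrsf13c value is set against the upper end of the paper's range. Pnrc1 is 2.3-fold up in Table 1 of the paper and 0.431 on that scale here, a fall, and Ssbp3 is 2.1-fold down in Table S8 of the paper and 0.852 on that scale here, a rise. Table S8 gives Resf1 again at 3.1-fold, a value that does not differ.

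The alternatives set before the data were examined that move a fold are quantile normalization, centring, array weights, the mean of probe sets and leaving out each of the 8 arrays. Values no longer differ from the paper's for Irs2 under quantile normalization, array weights, leaving out unchallenged replicate 2 or 4 and leaving out EPO replicate 2, Spred1 under leaving out unchallenged replicate 4, Klf3 under the mean of its probe sets and leaving out EPO replicate 1, Taf4b under the mean of its probe sets, Pvt1 under the mean of its probe sets, Bysl under quantile normalization, array weights, the mean of its probe sets and leaving out unchallenged replicate 1 or 2, Rpl12 under array weights and leaving out unchallenged replicate 1, Polr1b under quantile normalization, leaving out unchallenged replicate 1 and leaving out EPO replicate 3, Heatr1 under the mean of its probe sets and leaving out unchallenged replicate 2, 3 or 4, Srfbp1 under leaving out unchallenged replicate 1, Resf1 under the mean of its probe sets, leaving out unchallenged replicate 4 and leaving out EPO replicate 3 or 4, Kbtbd8 under the mean of its probe sets and leaving out EPO replicate 2, 3 or 4, Tent5c under array weights, the mean of its probe sets, leaving out unchallenged replicate 2 and leaving out EPO replicate 1 and Cdv3 under quantile normalization, the mean of its probe sets, leaving out unchallenged replicate 3 and leaving out EPO replicate 2, and they differ under the rest of these 12 settings. For Tnfrsf13c, Trib3, Osm, Eaf1, Socs2, Mllt3, Mtdh, Trmt61a, Ccdc137, Cnbp, Ydjc, Pnrc1 and Ssbp3 they differ under all 12. The side of the difference was not the same throughout for Socs2 and Spred1. Over the 12 settings Socs2 ran from 2.17-fold to 17.3-fold (7.1-fold in the paper) and Spred1 from 2.06-fold to 7.05-fold (3.6-fold in the paper). The other alternatives leave the folds as they are. These values are of the representative probe set or of the mean. Among the other probe sets of a gene, some give a fold that does not differ from the paper's for Trib3 (12.9; 1 of 1), Spred1 (3.25 and 2.64; 2 of 7), Eaf1 (2.33; 1 of 1), Socs2 (7.31; 1 of 5), Klf3 (2.5, 1.94 and 1.93; 3 of 6), Taf4b (3.24; 1 of 2), Mtdh (1.49; 1 of 6), Pvt1 (2.99, 2.81 and 2.44; 3 of 4), Bysl (1.86; 1 of 1), Heatr1 (1.7; 1 of 2), Resf1 (3.38, 3.25 and 2.05; 3 of 3), Kbtbd8 (3.08; 1 of 1), Tent5c (1.71; 1 of 1) and Cdv3 (2.59 and 1.57; 2 of 3). The other probe sets of Mllt3, Srfbp1, Cnbp, Pnrc1 and Ssbp3 all differ, and Irs2, Tnfrsf13c, Osm, Rpl12, Polr1b, Trmt61a, Ccdc137 and Ydjc have 1 probe set.

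The paper lists some genes as changed by EPO that did not pass limma in their representative probe set here. Among them is Pias3, the only factor that, by the paper, its RT-PCR did not bear out. The settings that call these genes are as follows. The unadjusted t-test of the methods calls Atf4, Brix1, Cdc25a, Exosc1, Fbxw7, Gas5, Heatr1, Jmjd1c, Pias3, Rps24, Sertad3, Spred2, Tirap and Trib2. The fit on all 14 arrays calls these without Heatr1, and array weights call them without Jmjd1c. The mean of probe sets calls Atf4, Brix1, Cdc25a, Exosc1, Fbxw7, Gas5, Heatr1, Jmjd1c, Sertad3, Spred2 and Tirap, and quantile normalization calls Trib2. Leaving out 1 array calls Fbxw7 (unchallenged replicate 1), Brix1 (unchallenged replicate 4), Spred2 and Tirap (EPO replicate 1) and Trib2 (EPO replicate 1 or 2). Genes by largest SD, chosen after seeing the values, calls Cdc25a and Trib2 and drops 0 of the paper's genes called here. The 22518 probe sets with the largest SD, also chosen after seeing the values, calls Atf4, Brix1, Cdc25a, Exosc1, Fbxw7, Gas5, Pias3, Rps24, Tirap and Trib2 and drops 0 of them. No setting calls Mtdh, Matr3 or Mllt3. Of 12 genes of Table S8 and 75 of Table S2 not called here, the unadjusted t-test calls 9 and 55, array weights 6 and 37, the fit on all 14 arrays 6 and 36, the mean of probe sets 5 and 30, quantile normalization 0 and 3, the replicate block 0 and 1 and leaving out 1 array at most 2 and 4. Chosen after seeing the values, genes by largest SD calls 2 and 7 and drops 0 of 118 called here, and the 22518 probe sets with the largest SD calls 4 and 23 and drops 1.

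Most Ccnd2 probe sets sit in the paper's cluster of the strongest rises and 1 in a weaker cluster, while here 3 sit in each. For the T-cell receptor gamma chain the paper has 3 probe sets in that cluster, and here 2 of the 3 that name Trgv4 alone lie in it.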

Other observations

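The tally over Table S2 was chosen only after the results were seen. Besides the processes the paper discusses, metabolic lists and the immediate early genes passed camera of limma at the preset correlation in stage E1. With an estimated correlation, the immediate early genes alone among these passed. Nucleotide and polyamine synthesis was higher (17 genes; Srm, named after its values were seen, rose and 16 did not pass; 3 higher and 0 lower when adjusted over the list alone; median log2 change 0.28; list mean higher in 4 of 4 EPO arrays; camera of limma, adjusted p = 4.01e-05, and adjusted p = 0.0824 with an estimated correlation, 1.07e-06 to 0.0824 over the alternatives). Immediate early genes were higher (26 genes; Egr1 and Myc rose; 4 higher and 1 lower over the list alone; median 0.0095 and mean 0.46; 4 of 4 EPO arrays; camera of limma, adjusted p = 0.000968, and 0.0359 with an estimated correlation, 7.83e-05 to 0.0359 over the alternatives). Glycolysis and hypoxia genes were higher (20 genes; Hk2 and Pfkp rose, Pfkp named after its values were seen; 3 higher over the list alone; median 0.13; 4 of 4 EPO arrays; camera of limma, adjusted p = 0.00821, and 0.105 with an estimated correlation, 0.00266 to 0.322 over the alternatives; 0.322 without unchallenged replicate 1). Haem synthesis was lower (13 genes, none called by limma, 1 up and 2 down at an unadjusted p under 0.05; 1 lower over the list alone; median -0.20; 4 of 4 EPO arrays; camera of limma, adjusted p = 0.0189, and 0.133 with an estimated correlation, 0.00228 to 0.159 over the alternatives; 0.159 without unchallenged replicate 3 and 0.108 without EPO replicate 1).

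Other lists did not pass camera of limma in stage E1: globins and red cell proteins (median -0.14, adjusted p = 0.179, 0.0411 to 0.475 over the alternatives, list mean lower in 4 of 4 EPO arrays), early progenitor genes (median -0.06, adjusted p = 0.985, 0.553 to 0.993 over the alternatives, list mean higher in 3 of 4 EPO arrays), cholesterol synthesis (median 0.13, adjusted p = 0.246, 0.0883 to 0.585 over the alternatives, list mean higher in 3 of 4 EPO arrays), p53 target genes (median -0.014, adjusted p = 0.482, 0.19 to 0.874 over the alternatives, list mean higher in 4 of 4 EPO arrays) and interferon response genes (median -0.014, adjusted p = 0.941, 0.757 to 0.987 over the alternatives, list mean lower in 2 of 4 EPO arrays). The globin and red cell list passed, lower, with the mean of each gene's probe sets (0.0411). The early progenitor mean was 0.084 and the p53 mean 0.21, both of the opposite sign to the median. Camera's direction went against both the median and the mean for the T cell and mast cell lists (upward) and the stromal list (downward). Hhex of the early progenitor list rose by 3.11 log2 units (limma adjusted p = 0.0165, higher in 4 of 4 EPO arrays; 0.117 under the block; lost without unchallenged replicate 1 or 3 or EPO replicate 3 or 4, adjusted p 0.0573 to 0.0704). In the p53 list Sesn2, and in the interferon list Irf9, rose, both named after their values were seen. A probe set of Sesn1, also of the p53 list, fell. Markers of other lineages did not move as lists: B cell markers (median -0.0055, adjusted p = 0.746, 0.475 to 0.987 over the alternatives, list mean lower in 3 of 4 EPO arrays), T cell markers (median -0.003, adjusted p = 0.985, 0.45 to 0.993 over the alternatives, list mean higher in 2 of 4 EPO arrays), granulocyte markers (median -0.23, adjusted p = 0.179, 0.0893 to 0.501 over the alternatives, list mean lower in 3 of 4 EPO arrays), monocyte and macrophage markers (median -0.079, adjusted p = 0.218, 0.147 to 0.501 over the alternatives, list mean lower in 3 of 4 EPO arrays), megakaryocyte markers (median -0.035, adjusted p = 0.0707, 0.0139 to 0.278 over the alternatives, list mean lower in 4 of 4 EPO arrays), mast cell and basophil markers (median -0.0073, adjusted p = 0.906, 0.513 to 0.987 over the alternatives, list mean higher in 1 of 4 EPO arrays), eosinophil markers (median 0.0055, adjusted p = 0.852, 0.531 to 0.987 over the alternatives, list mean higher in 2 of 4 EPO arrays) and stromal and endothelial markers (median 0.0066, adjusted p = 0.941, 0.638 to 0.987 over the alternatives, list mean lower in 2 of 4 EPO arrays). Of those lists no gene passed limma, and at an unadjusted p under 0.05 the list of mast cells had 1 higher and those of granulocytes and megakaryocytes 1 lower each. The megakaryocyte list passed, lower, without unchallenged replicate 1 (adjusted p = 0.0139) and in fry of limma (0.0317).

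Among the genes the study names for purity, Tfrc, Klf1, Ptprc, Il2ra, Tcra, Itgam and Csf1r had log2 changes of 0.67, -0.19, -0.42, -0.0003, 0.021, -0.11 and -0.78, with none passing limma and none at an unadjusted p under 0.05. Further genes the rule names rose in stage E1: Nab2 by 2.85 log2 units (limma adjusted p = 0.0296; 0.12 under the block; lost without unchallenged replicate 1, 2, 3 or 4 or EPO replicate 2, 3 or 4, adjusted p 0.0607 to 0.0928) and Hk2 by 2.34 (limma adjusted p = 0.00351; 0.0807 under the block), each higher in 4 of 4 EPO arrays. Of the 8 Discussion genes, 3 rose and 2 fell, and 4 rose and 3 fell when adjusted over the list alone, a list the study chose on these samples. Pias3 had a log2 change of -1.11 (limma adjusted p = 0.0905).

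The E1 and E2 calls overlapped in 216 probe sets up and 74 down, where independent lists give 9.21 and 3.36, and 1 went opposite ways. The change in E2 had the same sign for 345 of 362 E1 probe sets up and 145 of 162 down, and the log2 changes correlated at r = 0.789 over the 524 and 0.441 over all probe sets. Parting all 4 pairs, the real split of the E1 arrays is 1 of 8, too few for a share under 5%. It gave 524 probe sets, 323 at least 2-fold and 12 lists, against 4, 1 and 9 in the highest other, and 8 lists against 0 with an estimated correlation. The 27 splits that keep some pairs together gave at most 4, 3 and 11.

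Table S2 of the paper places genes in its clusters without folds, and its list was chosen on these samples. Of the genes with a value here, 41 of 52 in cluster 1, 29 of 61 in cluster 2 and 12 of 13 in cluster 4 rose in stage E1 by limma at an adjusted p under 0.05 and none fell, and 24 of 55 in cluster 3 fell and none rose. By sign alone, 51, 58 and 13 of these were higher and 52 of the cluster 3 genes were lower.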
